# Methylation-mediated BMPER expression in fibroblast activation *in vitro* and lung fibrosis in mice *in vivo*

**DOI:** 10.1038/srep14910

**Published:** 2015-10-07

**Authors:** Caijuan Huan, Ting Yang, Jiurong Liang, Ting Xie, Luis Cheng, Ningshan Liu, Adrianne Kurkciyan, Jessica Monterrosa Mena, Chen Wang, Huaping Dai, Paul W. Noble, Dianhua Jiang

## Abstract

Idiopathic pulmonary fibrosis (IPF) is a progressive lung disease. Although the pathogenesis is poorly understood, evidence suggests that genetic and epigenetic alterations, such as DNA methylation, may play a key role. Bone morphogenetic proteins (BMPs) are members of the transforming growth factor-β (TGF-β) superfamily and are important regulators in IPF. Here we identified BMP endothelial cell precursor-derived regulator (BMPER) as a key regulator of fibroblast activation. BMPER is a secreted glycoprotein that binds directly to BMPs and may regulate TGF-β/BMP signaling, but its role in lung fibrosis is not clear. BMPER is highly expressed in human IPF lung fibroblasts compared to normal lung fibroblasts. Demethylation agent 5′-azacytidine decreased BMPER expression in fibroblasts, and attenuated the invasion and migration of IPF lung fibroblasts. Furthermore, siRNA-mediated reduction of BMPER in the human lung fibroblasts impaired cell migration and invasion. 5′-azacytidine treatment additionally regulated BMPER expression and reduced lung fibrosis in mice *in vivo*. These findings demonstrate that methylation of specific genes in fibroblasts may offer a new therapeutic strategy for IPF by modulating fibroblast activation.

Progressive lung fibrosis is an increasing cause of morbidity and mortality worldwide with limited therapeutic options. IPF, a particularly severe form of lung fibrosis, is a chronic, progressive, and often fatal interstitial lung disease of unknown etiology with an average survival of 2–3 years from diagnosis^1^,^2^,^3^. The current treatment options for IPF are very limited, therefore the development of novel treatment strategies that inhibited fibroblast activation, reduced epithelial apoptosis, or induced alveolar repaired is needed^3^,^4^,^5^. Epigenetic alterations can contribute to the pathogenesis of IPF^6^. Both DNA hypermethylation and hypomethylation have been observed in IPF^6^,^7^,^8^,^9^. Methylation of DNA occurs on cytosine residues that precede a guanosine in the DNA sequence (the CpG dinucleotide)^10^. Demethylating agent 5′-azacytidine normalized the phenotype of fibrotic fibroblasts *in vitro* and ameliorated experimental kidney fibrosis in mice^11^. Even though the effect of 5′-azacytidine is not limited to fibrosis, methylation of specific genes in fibroblasts is pivotal for perpetuating fibrogenesis^11^,^12^.

Both TGF-β and BMP signaling have been shown to play a role in lung fibrogenesis^13^. The balance between TGF-β and BMP signaling is crucial for lung homeostasis and fibrogenesis^13^,^14^. TGF-β signaling has been implicated to play an important role in fibrosis through stimulating matrix deposition^15^,^16^. In lung development, BMP signaling was shown to be essential for the growth and maintenance of lung epithelium^17^,^18^. BMP signaling plays a role in animal models of lung injury and in human lung disease^19^,^20^,^21^,^22^ by regulating fibroblast proliferation and transdifferentiation into myofibroblasts at the injury site^23^,^24^,^25^.

BMPER is a secreted glycoprotein that contains five cysteine-rich domains followed by a von Willebrand D domain and a trypsin-inhibitor domain^26^. BMPER is known to bind and modulate at least three BMPs (BMP-2, -4 and -6) and was originally identified in a screen for differentially expressed proteins in embryonic endothelial precursor cells^26^. High levels of BMPER antagonized BMP2-Smad5-Id1 signaling and prevented BMP2-mediated decrease of E-cadherin and hyperpermeability^27^. BMP activity controlled by BMPER regulates the proinflammatory phenotype of the endothelium^28^. BMPER can both promote and repress BMP signaling activity^29^. Mutations in the *BMPER* gene cause Diaphanospondylodysostosis in humans, possibly by disrupting the tight regulation of BMP signaling that governs development of the skeleton and other organs^30^, suggesting a critical role for BMPER in BMP signaling-mediated mesenchymal development. BMPER is highly expressed in malignant tumors and controls invasive cell behavior^31^. Our previous studies showed that increased invasion and migration capacities of fibroblasts contribute to severe lung fibrosis^32^,^33^. Inhibition of fibroblast migration can attenuate pulmonary fibrosis^34^. However, the role of BMPER in lung fibrosis has not been investigated. Interestingly, we found that the expression of several BMP binding proteins, including Gremlin1 and BMPER, was decreased in IPF fibroblasts after 5′-azacytidine treatment. The expression of Gremlin is increased in IPF lungs^35^. In this study, we tested the hypothesis that methylation-mediated expression of BMPER might be involved in lung fibrogenesis. We found that BMPER was up regulated in lung tissue and fibroblasts from IPF patients. Demethylation with 5′-azacytidine treatment resulted in decreased BMPER expression in primary lung fibroblasts, attenuated fibroblast activation *in vitro* and lung fibrosis *in vivo*. Furthermore, BMPER regulated lung fibrosis through TGF-β/BMP signaling.

## Results

### Up-Regulation of BMPER in IPF lung fibroblasts and tissues

First we examined whether BMPER expression was aberrant between IPF and normal lung fibroblasts by Western blotting and qRT-PCR. Both the protein (Fig. 1a,b) and mRNA levels (Fig. 1c) of BMPER were elevated in IPF lung fibroblasts compared to normal lung fibroblasts. The increased BMPER protein levels were confirmed by immunofluorescence of human lung tissue. BMPER and α-SMA staining was increased in the fibrotic foci of IPF lung tissue (Fig. 1d). These findings indicate that BMPER levels are increased in IPF lung fibroblasts and lung tissues. It validates the need for further mechanistic insight into what role of BMPER may play in IPF.

### BMPER expression is decreased after 5′-azacytidine treatment in normal and IPF lung fibroblasts

DNA methylation has been suggested to play a role in fibrotic diseases^11^. In kidney, demethylating agent 5′-azacytidine ameliorated experimental renal fibrosis by mediating RASAL1 gene expression in mice *in vivo*^11^. 

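Gene expression was measured on Affymetrix arrays in lung fibroblasts cultured to passage 4 from 3 patients with idiopathic pulmonary fibrosis (IPF). For each patient, 1 array held RNA of cells treated with 5′-azacytidine (5 μM, 24 hours) and 1 array held RNA of control cells, so that 3 treated and 3 control arrays were compared. 5′-azacytidine is a cytidine analog that is built into nucleic acids and traps DNA methyltransferases. The deposited values are log2 signals of 54675 probe sets, which the submitters' processing notes credit to the robust multi-array average method (RMA) and Partek 6.5. The median log2 value of an array lay between 5.29 and 5.31 in control cells and between 5.29 and 5.33 in treated cells. A probe set is a group of probes for one stretch of a transcript, and 41097 of them carried exactly 1 gene symbol, 1801 carried several and 11721 were unnamed in the probe table used here. One probe set was kept for each gene, the one with the highest mean over the 6 arrays, which left 19740 genes. Treated and control arrays were compared with limma, with the patient as a block, and p-values were adjusted by the Benjamini-Hochberg method. Exchanging the rule of 1 probe set per gene for the mean of a gene's probe sets changes fold changes where the probe sets of a gene disagree, and a fit without the patient block widens the error, because the patients' levels differed. The genes of 32 gene lists and the rule for naming genes were fixed before the data were examined. In 2 of the 3 patients one label field of the arrays exchanges control and treated, and the arrays were assigned by their titles, descriptions and treatment labels. Poly-A transcripts spiked into the RNA differed between treated and control arrays by 0.43, -0.14 and -0.43 log2 units in patients 1, 2 and 3. The 3′ minus 5′ difference of the actin control probe sets, a sign of RNA integrity, differed by 0.44, 0.16 and -0.33. That of the GAPDH control probe sets had the same signs and order over the patients but hardly moved (0.04, 0.0042 and -0.0058), so the 2 signs of RNA integrity differ in size. The hybridization controls differed by 0.23, 0.10 and -0.24. The number of arrays limits the precision of every value.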

In order to define the epigenetic regulation of lung fibrotic fibroblasts, a gene array was used to compare the gene expression changed in human lung fibroblasts from IPF patients after demethylation with 5′-azacytidine. It showed that after 5′-azacytidine treatment, the expression of several BMP binding proteins such as Gremlin1^35^, thrombospondin 1, SPARC-like 1, and BMPER were decreased compared to that of control fibroblasts. 

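BMPER, GREM1 (Gremlin1), THBS1 (thrombospondin 1) and SPARCL1 (SPARC-like 1) each had a lower array value in the treated than in the control fibroblasts of all 3 patients. BMPER, a secreted protein that binds BMPs, had a log2 value of 6.18 ± 0.48 (SD, n = 3 patients) in control cells and 5.55 ± 0.52 (SD, n = 3) after treatment. Its log2 difference was -0.63 (standard error 0.12), a level 1.55-fold lower, with differences of -0.35, -0.80 and -0.74 in patients 1, 2 and 3. GREM1, a secreted BMP antagonist, went from 10.45 ± 1.24 (SD, n = 3) to 9.87 ± 1.20 (SD, n = 3), and its log2 difference of -0.58 (standard error 0.10) varied little between patients, from -0.52 to -0.62. SPARCL1, a matrix-associated glycoprotein, had a log2 difference of -0.59 (standard error 0.11). THBS1, a matrix glycoprotein that activates latent TGF-β, was at 11.84 ± 0.25 (SD, n = 3) in control cells and had a log2 difference of -0.38 (standard error 0.12). BMPER and SPARCL1 met the study's thresholds of p at or under 0.05 and a 1.5-fold change, whereas GREM1 (1.497-fold) and THBS1 (1.30-fold) missed the fold threshold on the probe set with the highest mean. The other GREM1 probe set had a log2 difference of -0.65, and the 7 THBS1 probe sets were all lower, from -0.16 to -0.60.

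**Figure D1:**
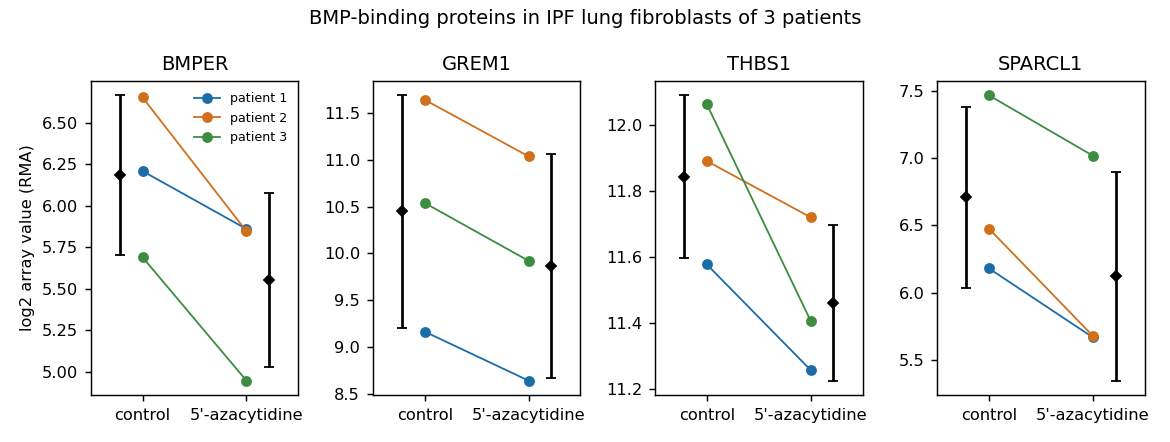
Log2 array values (RMA) of 4 BMP-binding proteins in control and 5′-azacytidine-treated IPF lung fibroblasts. Each line joins the 2 arrays of 1 patient, and black diamonds with bars give the mean and SD of the 3 patients. The vertical axes differ between genes and do not start at 0. The line of every patient runs downwards for each of the 4 genes.

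With limma and adjustment over all 19740 genes, no gene of the 4 passed (adjusted p = 0.54 for BMPER, 0.51 for GREM1, 0.85 for THBS1 and 0.54 for SPARCL1). Adjusted over the list alone, all 4 passed, with adjusted p from limma between 0.0013 and 0.014, but the study chose these genes on these samples, so this count is not independent evidence of their direction. An exact sign-flip permutation test over 3 patients cannot give a two-sided p below 0.25, which each of the 4 genes reached. With the 2 groups taken as independent samples, BMPER and SPARCL1 no longer met the study's thresholds; nor did either without the pair of patient 2, or BMPER without that of patient 3, which also took THBS1 to -0.25. From the lower values after 5′-azacytidine, the paper states that several BMP-binding proteins were decreased. It then asks whether the raised BMPER expression in IPF fibroblasts is tied to DNA methylation.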

To directly investigate if elevated BMPER expression in IPF fibroblasts is associated with DNA methylation, we treated fibroblasts from IPF and normal lungs with the demethylation agent 5′-azacytidine. BMPER expression was decreased at both the protein and mRNA levels in the 5’-azacytidine treated normal and IPF fibroblasts (Fig. 2a–e).

Next we wanted to determine if the regulation of BMPER expression by demethylation was under the transcriptional level. A comparison of the 2000 base pairs upstream of the BMPER transcriptional start site in human identified positive regulatory *cis*-elements contained in the proximal promoter (−465 to +1)^36^. To determine possible regulation of BMPER by demethylation, we generated the BMPER promoter construct containing −465 to +1 to drive luciferase as a reporter. The BMPER promoter construct was transfected into HEK293 cells. The cells were treated with 5′-azacytidine 24 hours after transfection, and then harvested for luciferase activity measurement 48 hours after transfection. Consistent with a previous report^36^, we found that the proximal promoter (−465 to +1) contained an activating regulatory element (Fig. 2f). The promoter activity was significantly reduced after 5′-azacytidine treatment (Fig. 2f), indicating that BMPER expression is regulated by demethylation at the transcriptional level.

Additionally, cell viability was not significantly changed with 5′-azacytidine treatment as determined by MTT staining (Fig. 2g), suggesting that the decreased expression of BMPER by demethylation was not due to cytotoxic effects of 5′-azacytidine.

### 5′-azacytidine treatment diminishes the matrix production of IPF lung fibroblasts

IPF is a terminal illness characterized by unremitting matrix deposition in the lung^33^. These matrices include Collagen I (Col1), hyaluronan (HA) and hyaluronan synthase 2 (Has2)^5^,^37^. To gain insight into the role of BMPER in the progression of lung fibrosis, we next investigated if and how 5′-azacytidine treatment affects matrix production. After normal and IPF fibroblasts were treated with 5′-azacytidine, western blotting analysis showed that Col1 protein (Fig. 3a,b) and mRNA levels (Fig. 3c,d) were decreased in both normal and IPF lung fibroblasts. Also Has2 mRNA expression was decreased after 5′-azacytidine treatment (Fig. 3e). HA ELISA confirmed that after 5′-azacytidine treatment, the production of HA in the supernatant was decreased (Fig. 3f). Taken together, these data imply that down-regulated BMPER expression correlates with the decreased extracellular matrix production in lung fibroblasts.

### 5′-azacytidine treatment reduces the invasion and migration capacities of IPF fibroblasts

To investigate whether demethylation would affect IPF fibroblast behaviors, we measured the migration and invasion capacities of IPF fibroblasts after 5′-azacytidine treatment. Our results showed that after 5′-azacytidine treatment, both the migration (Fig. 4a,b) and invasion capacities (Fig. 4c,d) of the cells were decreased compared to untreated cells. These data suggest that demethylation may not only affect matrix production, but also change the fibroblast behavior.

### TGF-β/BMP signaling is regulated by BMPER

Both TGF-β and BMP signaling have been shown to play a role in lung fibrogenesis. The balance between TGF-β and BMP signaling is crucial for lung homeostasis and lung fibrosis^13^,^14^. In general, Smad2/3 transmit TGF-β signaling, while BMPs signal through Smad1/5/8^13^. We hypothesized that BMPER may mediate TGF-β/BMP signaling through Smad phosphorylation during demethylation. We therefore used siRNA interference (loss-of-function) and overexpression of BMPER (gain-of-function) in MRC5 cells to examine Smad-mediated TGF-β/BMP signaling that occurs downstream of BMPER. When BMPER was knocked down with BMPER specific siRNA, BMPER expression was reduced (Fig. 5a). The phosphorylation levels of Smad3 were attenuated, whereas the phosphorylation levels of Smad1 were increased (Fig. 5a). In contrast, the phosphorylation levels of Smad3 were increased and the phosphorylation levels of Smad1 were decreased in MRC5 cells with BMPER overexpression (Fig. 5b). These results show that BMPER can modulate TGF-β/BMP signaling, in which BMPER may activate TGF-β signaling and inhibit the BMP signaling pathway.

### BMPER regulates cell migration and invasion in fibroblasts

We next determined the functional role of BMPER in lung fibroblasts. Knowing that BMPER is a crucial regulator of TGF-β/BMP pathway activity and can regulate tumor cell migration and invasion^31^, we investigated if BMPER expression can regulate cell invasion and migration in fibroblasts. Therefore, BMPER was knocked down using BMPER-specific siRNA in MRC5 cells, primary normal and IPF lung fibroblasts. Downregulation of BMPER with specific siRNA markedly reduced cell invasion (Fig. 6a,b) and migration (Fig. 6c,d). To investigate the potential mechanism of increased cell invasion and migration, we measured matrix production after knocking down BMPER. Generally, matrix facilitates migratory^38^ and invasive processes of fibrotic fibroblasts in IPF^33^. When BMPER was knocked down in fibroblasts, the HA expression was significantly diminished (Fig. 6e,f). These data indicate that BMPER regulates matrix production and fibroblast behavior.

### 5′-azacytidine attenuates lung fibrosis in mice *in vivo*

Given our *in vitro* results that BMPER expression was regulated by 5′-azacytidine at the transcriptional level in human lung fibroblasts, we treated C57BL/6 mice with bleomycin either with or without the demethylation agent 5′-azacytidine (Fig. 7a). Please note that we used 1 mg/kg 5′-azacytidine intraperitoneally, and the dose was much lower compared with the dose of 10 mg/kg used in the Bechtel’s study^11^. We observed a significant increase of BMPER in the lung fibroblasts of mice that received bleomycin-treated compared to that of PBS controls. BMPER expression was decreased in the lung fibroblasts of the mice received additional 5′-azacytidine treatment compared to bleomycin only, the expression of BMPER was significantly different (Fig. 7b,c). Similar to human BMPER regulation, mouse BMPER expression was also regulated by 5′-azacytidine at transcriptional level (Fig. S5). Collagen accumulation was significantly reduced in 5′-azacytidine treated lung tissue as determined by hydroxyproline assay (Fig. 7d) and Masson’s trichrome staining (Fig. 7e). Lung fibrosis was attenuated as assessed with histopathological Ashcroft score (Fig. 7f). Taken together, demethylation with 5′-azacytidine regulates BMPER expression and reduces lung fibrosis in mice *in vivo*.

## Discussion

Our studies demonstrated the profibrotic role of BMPER in pulmonary fibrosis. First, BMPER mRNA and protein levels were highly expressed in IPF lung fibroblasts compared to normal lung fibroblasts. Second, down-regulation of BMPER caused a decrease in cell invasion and migration capacities in IPF lung fibroblasts. Third, BMPER expression correlated with the extracellular matrix production, since reduced expression of BMPER, either through demethylation or siRNA inhibition, was accompanied by a decrease of the matrix production. Our previous study showed that cell invasion is increased in IPF fibroblasts^33^. Moreover, IPF lung fibroblasts have an increased migratory capacity compared to normal lung fibroblasts^4^,^38^. But the mechanism of fibroblast activation in IPF is not completely clear. We showed here that BMPER in IPF lung fibroblasts might be responsible for the activation of fibrotic fibroblasts. At the molecular level, we showed that BMPER regulates fibrosis through mediating TGF-β/BMP signaling pathway, in which BMPER may activate TGF-β signaling and inhibit BMP signaling pathway. Both TGF-β and BMP4 have been shown to play roles in regulating tissue fibrosis^18^. For example, TGF-β is a key cytokine in the pathogenesis of IPF and its signaling components have been shown to play a pivotal role in regulating tissue fibrosis^15^,^39^,^40^. And in bleomycin-induced lung fibrosis, TGF-β and BMP signaling followed an inverse course, with dynamic activation of TGF-β signaling and repression of BMP signaling activity. Modulating the balance between BMP and TGF-β may be a therapeutic target in fibrotic lung disease^41^.

Epigenetic regulation has been shown to play a role in fibrogenesis^42^. We previously showed non-coding RNAs play a role in lung injury and fibrosis^43^,^44^. In the kidney, RASAL1 was reportedly associated with the perpetuation of fibroblast activation and fibrogenesis^11^. In the lung, altered DNA methylation of Thy-1, prostaglandin E receptor 2, chemokine CXCL10 (IP-10), p14^ARF^ and α-SMA has been shown in IPF and bleomycin-induced lung fibrosis^7^,^8^,^39^,^40^,^45^,^46^. Extensive DNA methylation changed in CpG islands in IPF lungs have been reported^6^,^9^. 5′-azacytidine which is a potent inhibitor of DNA methylation has been shown to have two distinct mechanisms: cytotoxicity and demethylation^12^. Treatment with 5′-azacytidine in mice *in vivo* has been shown a global demethylation event^11^. In this study, much lower dose of 5′-azacytidine was used to minimize the cytotoxicity and retain its ability as a potent inhibitor of DNA methylation.

We further demonstrated that the demethylation agent 5′-azacytidine regulated BMPER expression through the transcriptional level *in vitro* and attenuated lung fibrosis in mice *in vivo*. It is consistent with previous reports that epigenetic mechanisms control gene expression and are likely to regulate the IPF transcriptome^47^. *In vivo* experiment, we saw that global demethylation with 5′-azacytidine decreased the expression of BMPER and extracellular matrix, but did not completely abrogate lung fibrosis following bleomycin-induced lung fibrosis in mice. We tried high-dose (10 mg/kg) of 5′-azacytidine in mouse models *in vivo* as in a previous report^11^ and it caused severe cytotoxic effect in our experimental conditions. Thus, the use of low-dose may take advantage of the demethylating effects of the drug in the current study, allowing more frequent or long-term administrations while minimizing cytotoxic side effects. For the demethylating agents currently being used in mice in lung fibrosis models, the important issue that must be carefully evaluated is the ideal dose of the 5′-azacytidine and the efficiency of the drug.

However, we also recognized that there are a few limitations with the current investigation. Although we showed that 5′-azacytidine regulated BMPER promoter activity, more detailed analysis such as the promoter sequence requirement, the possible methylation/demethylation enzymes mediated methylation, and the methylation of BMPER promoter in IPF fibroblasts are needed. We showed that BMPER is upregulated in IPF lung fibroblasts, however the role of BMPER in alveolar type II cells was not investigated. The regulation of BMPER, and the role of BMPER in mediating TGF-β/BMP signaling may differ in alveolar type II cells compared to lung fibroblasts. We recently showed that Fstl1 promoted TGF-β signaling and inhibits BMP signaling in epithelial cells, whereas in fibroblasts Fstl1 promotes TGF-β signaling without altering BMP signaling^13^. Additional studies are required to gain the mechanisms that cause BMPER promoter be methylated and whether BMPER promoter only is sufficient to induce lung fibrosis. These questions are currently being studied in our laboratory.

Therefore, further investigation into the mechanisms under which BMPER regulates lung fibrosis could provide a novel target for the development of therapeutics for patients with pulmonary fibrosis.

## Materials and Methods

### Fibroblast isolation and culture

Human lung fibroblasts were isolated from surgical lung biopsies or lung transplant explants obtained from patients with IPF and healthy donors as previously reported^48^. And mouse lung fibroblasts were obtained as previously reported^13^. Cells from passage 4 to 7 were used. Human lung fibroblast cell line (MRC5) and human embryonic kidney cell line (HEK293) were obtained from American Type Culture Collection (ATCC, Manassas, VA, USA). All experiments were approved by the Cedars-Sinai Medical Center Institutional Review Board (CR00008648) and in accordance with the guidelines outlined by the board.

### Western blotting

The expression of BMPER, Collagen1 (Col1), Phospho-Smad1 (p-Smad1), Smad1, Phospho-Smad3 (p-Smad3) and Smad3 were evaluated by western blotting essentially as described^33^. For western blotting analysis, the following antibodies were used: BMPER (ab75183, 1:1000, Abcam, Cambridge, MA, USA), Collagen1 (ab21285, 1:250, Abcam), p-Smad1 (5753s, 1:1000, Cell Signaling, Danvers, MA, USA), Smad1 (9743s, 1:1000, Cell Signaling), p-Smad3 (9520p, 1:1000, Cell Signaling), Smad3 (9523s, 1:1000, Cell Signaling) and β-actin (12620, 1:1000, Cell Signaling). The secondary antibodies used were Peroxidase AffiniPure F(ab’)2 Fragment Donkey Anti-Rabbit IgG (H+L) (Code: 711-036-152, 1:5000, Jackson ImmunoResearch, West Grove, PA, USA) and Peroxidase AffiniPure Goat Anti-Mouse IgG, Fcγ Subclass 1 Specific, (Code: 115-035-205, 1:5000, Jackson ImmunoResearch,). Pierce ECL Western Blotting Substrate (Cat. # 32106, Life Technologies, Grand Island, NY, USA) was used to visualize on a ChemiDoc MP Imaging System (Bio-RAD, Philadelphia, PA, USA). Quantitative densitometric analysis relative to β-actin was used to aid clarity.

### Quantification of mRNA

Total RNA was purified from lung fibroblasts after various treatments using RNeasy mini kit (Qiagen, Valencia, CA, USA). The quality of RNA was verified.

Real-time RT-PCR was used to quantify the relative mRNA levels in human and mouse lung fibroblasts using gene-specific primers. The relative expression levels of the gene were determined against GAPDH levels in the samples. The following primers were used: human HAS2 (GenBank accession no. NM_005328) forward, 5′-TCGCAACACGTAACGCAAT-3′; human HAS2 reverse, 5′-ACTTCTCTTTTTCCACCCCATTT-3; human GAPDH (GenBank accession no. NM_002046) forward, 5′-CCCATGTTCGTCATGGGTGT-3′; human GAPDH reverse, 5′-TGGTCATGAGTCCTTCCACGATA-3; human BMPER (GenBank accession no. NM_133468) forward, 5′-CTGCACAGCTTGTACCTGCA-3′, human BMPER reverse 5′-TTGCAAACCACAGTAGAGTC-3′; human COL1 (GenBank accession no. NM_000088) forward, 5′-GTGTTGTGCGATGACG-3′, human COL1 reverse, 5′-TCGGTGGGTGACTCTG-3′; Mouse BMPER (GenBank accession no. NM_028472) forward, 5′-GGTGCGCTGTGTTGTTCATT-3′, mouse BMPER reverse, 5′-TTCTCTCACGCACTGTGTCC-3′; mouse GAPDH (GenBank accession no. NM_001289726) forward, 5′-ATCATCTCCGCCCCTTCTG-3′, mouse GAPDH reverse, 5′-GGTCATGAGCCCTTCCACAAC-3′.

### Histology and immunohistochemistry

Mice were sacrificed at various time points after bleomycin treatment under anesthesia. The trachea was cannulated, and the left lungs were inflated with 0.5 mL of 10% neutral buffered formalin. Mouse lung tissue was fixed, embedded in paraffin, sectioned to 5 μm slices for Masson’s trichrome^13^,^49^ and BMPER staining. Anti-BMPER (ab75183, 1:200, Abcam) and anti-rabbit HRP-DAB cell and tissue staining kit were used according to the manufacturer’s instructions (R&D systems, Minneapolis, MN, USA). The semiquantitative Ashcroft score was used to score pulmonary fibrosis^50^. In short, upon 200× magnification, each successive field was given a score ranging from 0 (normal) to 8 (total fibrous obliteration of the field). All scores from 5 sections were averaged^41^.

Paraffin-embedded sections of normal and IPF lungs were used for immunofluorescence staining. Antibodies specific for BMPER (ab75183, 1:200, Abcam) and α-SMA (F3777, 1:250, Sigma, St. Louis, MO, USA) were used for staining. Alexa Fluor-546-conjugated secondary antibody was from Life Technologies. The nucleus were labeled with DAPI (Vector lab, Burlingame, CA, USA), photographed with a Leica TCS SP5 confocal microscope, and analyzed with Leica confocal software.

### Small Interference RNA Transfection

Pre-designed siRNA against human BMPER (Cat. # AM16708, 127801, Life Technologies) and Negative Control siRNA (Cat. # 1022076, Qiangen) were used. MRC-5 cells, primary human normal and IPF lung fibroblasts growing at 50–60% confluence in the complete medium in 6-well plates were transfected with 12.5–50 pmol of either BMPER siRNA or control siRNA using the Lipofectamine RNAiMAX transfection reagent (Cat. # 13778, Life Technologies) according to the manufacture’s instructions. Cell culture supernatants and proteins were harvested 48 hours after transfection.

### Plasmid transfection

BMPER expression plasmid was purchased from Genecoppiea (EX-T6437-M61) in which BMPER cDNA (NM_133468.4) was under control of a CMV promoter. One day before transfection, MRC-5 cells, primary human normal and IPF lung fibroblasts (2.5 × 10^5^ per well) were plated in 6-well plates in 2.5 mL growth medium without antibiotics. The cells were transfected with 2–4 μg BMPER plasmid and control plasmid using Lipofectamine 2000 (Cat. # 11668, Life Technologies) according to the manufacture’s instructions. Six hours after transfection, the transfectants were changed to the growth medium and 48 hours later, cells were harvested for proteins.

### Demethylation treatment

5′-azacytidine (A2385, Sigma) was dissolved in serum free DMEM and given to mice at 1 mg/kg intraperitoneally from day 3 after bleomycin treatment (2.5 U/kg) every other day until day 21. Mice were anesthetized and lungs were harvested for RNA preparation, protein isolation, or fibroblast isolation on day 21.5 μM of 5′-azacytidine was used for cell culture.

### Matrigel invasion assay

The characterization of the invasive behavior of fibroblasts isolated from IPF lungs was performed as described previously^33^,^51^. Equal numbers of fibroblasts (0.5 × 10^5^ cells) were plated into the top BioCoat Matrigel Invasion Chamber (BD Biosciences), and DMEM containing 10 ng/mL PDGF (R&D, Minneapolis, MN, USA) was loaded into the bottom chamber. After 24 hours incubation at 37 °C with 5% CO_2_, the polycarbonate filters with the invaded cells were fixed and stained with the Protocol Hema 3 stain set (Fisher Healthcare, Pittsburgh, PA, USA). Matrigel matrix and non-invading cells on the upper surface of the filter were removed by wiping with a cotton swab, and the filters were removed from the insert using a scalpel blade and were mounted onto glass slides. The invading cells of each sample were counted in five randomly selected fields under a microscope at 400× magnification. The data from 5 fields were averaged. To ensure consistency, each sample from a specific patient has performed in triplicate filters. The average of triplicates was determined for each patient.

### Fibroblast migration

Modified Boyden chambers containing 8 μm pores (24-well Transwell plate, Sigma) were used to measure the chemotaxis of lung fibroblasts to PDGF as previously described^32^. The chambers were coated with 10 μg/ml fibronectin (R&D) in PBS for 2 hours at 37 °C with 5% CO_2_. Primary lung fibroblasts (5 × 10^4^ cells) diluted in serum-free DMEM containing 1% BSA were loaded into the top chamber, and 500 μL of serum-free DMEM containing 10 ng/ml PDGF was loaded into the bottom chamber. After 4 hours incubation at 37 °C with 5% CO_2_, the fibroblasts that migrated across the fibronectin-coated filter were stained with Protocol Hema3 stain set and non-migrating cells on the upper surface of the filter were removed by wiping with a cotton swab, and the filters were removed from the insert using a scalpel blade and were mounted onto glass slides. The cells of each sample were counted in five randomly selected fields under a microscope at 400× magnification. The data from 5 fields were averaged. To ensure consistency, each sample from a specific patient has performed in triplicate filters. The average of triplicates was determined for each patient.

### Promoter constructs and luciferase assay

The BMPER promoter from −465 to +1 was amplified by PCR from mouse and human genomic DNA with the following primers: mouse (−465 to +1) forward: 5′-ATCCCTCGAGCCCGCGAGTGAA-3′, mouse (−465 to +1) reverse: 5′-CGACAAGCTTGGCGCACGCGAA-3′; human (−465 to +1): forward: 5′-AGCTCTCGAGATGAGCGGTGGG-3′, human (−465 to +1): reverse: 5′-CGAGAAGCTTGCGCGTCTCCAC-3′. The amplified product was inserted into the HindIII/XhoI sites of the luciferase expression vector PGL3 immediately downstream of the luciferase gene.

HEK 293 cells were transfected with the BMPER promoter luciferase report vectors and empty vector, as well as Renilla-luciferase as an internal control by using Lipofectamine 2000 according to the manufacture’s protocol. Six hours after transfection, the transfectants were changed to DMEM + 2% FBS medium overnight. Then the cells were treated with 5′-azacytidine at 5 μM for 24 hours. For luciferase assay, Firefly and Renilla luciferase activities were measured consecutively by using dual luciferase assays (Promega, Madison, WI, USA) 48 hours after transfection according to manufacture’s suggestions.

### Enzyme-linked immunosorbent assay (ELISA)

The concentration of HA was determined by HA ELISA-like assay (Hyaluronan DuoSet ELISA kit, DY3614, R&D Systems) following the manufacturer’s instructions.

### Assessment of cell viability

Cell viability was evaluated using a colorimetric assay with 3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyltetrazolium bromide (MTT). Human lung fibroblasts were seeded into a 24-well plate and starved with DMEM containing 2% FBS for 24 hours. The cells were then treated with 5′-azacytidine at 5 μM for additional 24 hours. The MTT staining was performed and the optical density of each well was measured at 595 nm. The OD of control wells was taken as 100% cell viability.

### Bleomycin lung injury and fibrosis model

All experiments were carried out using 8–12 weeks old C57BL/6 female mice (The Jackson Laboratory, Bar Harbor, Maine, USA). Bleomycin (bleo) (Hospira, San Jose, CA, USA) was injected intratracheally at a dose of 2.5 U/kg body weight as described previously^33^,^49^. At designated time points after bleomycin injection, mice were anesthetized by ketamine (Vedco) and xylazine (Anased, Shenandoah, IA, USA) injection, and lungs were harvested for RNA preparation, protein isolation, or fibroblast isolation. All mouse experiments were approved by IACUC at Duke University (A134-12-05) and Cedars-Sinai Medical Center (004751).

### Hydroxyproline assay

Collagen content in the right lung tissue was measured with the conventional hydroxyproline method^33^.

### Affymetrix cDNA microarray

Cultured fibroblasts (at passage 4) from 3 IPF patients were treated with 5′-azacytidine 5 μM for 24 hours. RNA were extracted and hybridized on Affymetrix microarrays. Differentially expressed genes between groups (IFP treated vs non-treated) selected with following cutoff *P* <= 0.05 and fold change >= 1.5. 

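Collagens and other matrix genes had lower values as groups after 5′-azacytidine by camera with its preset correlation (adjusted p = 0.57 with an estimated correlation for each of these lists), and the chemokines CXCL2, CXCL5 and CXCL3 had the largest increases over the 3 patients. The estimated correlation leaves camera 2 residual degrees of freedom, and none of the 32 lists was below that adjusted p. At the study's thresholds, 43 genes were lower and 13 were higher in the treated cells of the 3 patients, a balance that turned to 308 higher and 116 lower without the pair of patient 1 and was 35 higher and 40 lower without that of patient 2. With all patients, 41 of the lower and all 13 of the higher genes differed the same way in every patient, which the thresholds themselves favor. Against the 56 genes called here, 44 unchanged genes met the same thresholds on simulated arrays, whose noise was alike in all patients. The largest decreases were those of OGN, a small leucine-rich proteoglycan (log2 difference -1.19, standard error 0.11), GDF10, a ligand of the TGF-β superfamily (-0.99, standard error 0.22), COL15A1 (-0.94, standard error 0.21), the cell adhesion molecule CHL1 (-0.92, standard error 0.14) and the apolipoprotein APOE (-0.90, standard error 0.15). GPM6B, HMCN1, COL4A6, ECM2, CCL8, CCL11 and ACKR4 followed, with log2 differences from -0.90 to -0.78. GDF10 had differences of -0.70, -0.52 and -1.75 in patients 1, 2 and 3, and one of -0.61 without patient 3; without patient 1, COL15A1 (-1.29) was lowest of these 12 genes. The largest increases were those of the neutrophil-attracting chemokines CXCL2 (1.25, standard error 0.15), CXCL5 (1.20, standard error 0.25) and CXCL3 (1.17, standard error 0.17). Without the pair of patient 1, CXCL5 was at 0.78, and BEX2 (1.55) and CSTA (1.47) lay above CXCL2 (1.32) and CXCL3 (1.20). BEX2 (1.10), CSTA (1.08), the chemokine CXCL8 (1.00, standard error 0.13), FABP3 (0.92), CXCL1 (0.81), SLC51B (0.71), UQCC5 (0.64), SEC11C (0.62) and OCIAD2 (0.62) completed the 12 largest increases. The other 2 CXCL2 probe sets had log2 differences of -0.0060 and -0.04. The probe sets of CXCL5, COL4A6 and UQCC5 also disagreed (from 0.08 to 1.20, -0.88 to 0.04 and -0.11 to 0.64). Averaging probe sets took CXCL2, CHL1, GPM6B, COL4A6, ECM2, UQCC5 and SEC11C below the thresholds. Those 2 CXCL2 probe sets (mean 3.47 and 3.42) and the other of CHL1 (2.59) were dim, below the lower quartile of every array. So were the CXCL5 probe set at 0.08 (2.84) and the COL4A6 probe set at 0.04 (3.17). Another CXCL5 probe set (1.08) met the thresholds. No probe set of GPM6B, ECM2, UQCC5 or SEC11C lay that low, and the other ECM2 probe set (-0.12) had a mean of 6.01.
Of 20 collagen chains, 3 were lower at the study's thresholds (COL15A1, COL14A1 and COL5A1), none was higher and 17 did not pass; 15 were lower when adjusted over the list alone. COL14A1 had a log2 difference of -0.66 (standard error 0.12) and COL5A1 one of -0.63 (standard error 0.12). The median over the collagens was -0.40, and -0.18, -0.41 and -0.55 in patients 1, 2 and 3, in the same order as the spiked-in transcripts and the actin 3′ minus 5′ difference (camera adjusted p = 2.3e-16, and adjusted p = 0.57 with an estimated correlation). Of 26 other matrix proteins and crosslinkers, 1 was lower at the thresholds (BGN, biglycan, -0.61, with -0.06, -0.49 and -1.28 in patients 1, 2 and 3). When adjusted over the list alone, 12 were lower and none was higher. The list's median was -0.32, with -0.11, -0.33 and -0.52 in patients 1, 2 and 3 (camera adjusted p = 1.2e-17, and adjusted p = 0.57 with an estimated correlation). These too lay in the order of the spiked-in transcripts and the actin difference. With 3 patients a list's medians can easily fall in that order or its reverse by chance, and the lists are not independent. In the hyaluronan list of 12 genes, 2 were lower at the thresholds and when adjusted over the list alone. These were HAS2, a hyaluronan synthase (-0.77, standard error 0.12), and CEMIP, a hyaluronan-binding protein needed for its breakdown (-0.75, standard error 0.12, on the brighter of its 2 probe sets; 0.24 on the other), and the list did not pass camera (adjusted p = 0.059). Of 25 inflammatory cytokines and chemokines, 5 were higher (CXCL1, CXCL2, CXCL3, CXCL5 and CXCL8) and 2 lower (CXCL12 and CCL11) at the thresholds, and 8 were higher and 5 lower when adjusted over the list alone. CXCL12, which attracts lymphocytes and stem cells, had a log2 difference of -0.69 (standard error 0.10). The median of this list was 0.11 (camera adjusted p = 0.0022, and adjusted p = 0.57 with an estimated correlation), and it did not pass camera without the pair of patient 1 (adjusted p = 0.12). All 8 metallothioneins, small metal-binding proteins whose near-identical copies can share signal, were higher in every patient at a median of 0.39, none of them at the thresholds, and 7 when adjusted over the list alone (camera adjusted p = 1.1e-09, and adjusted p = 0.57 with an estimated correlation). MT1M had a log2 difference of 0.52 and MT1G one of 0.51.

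**Figure D2:**
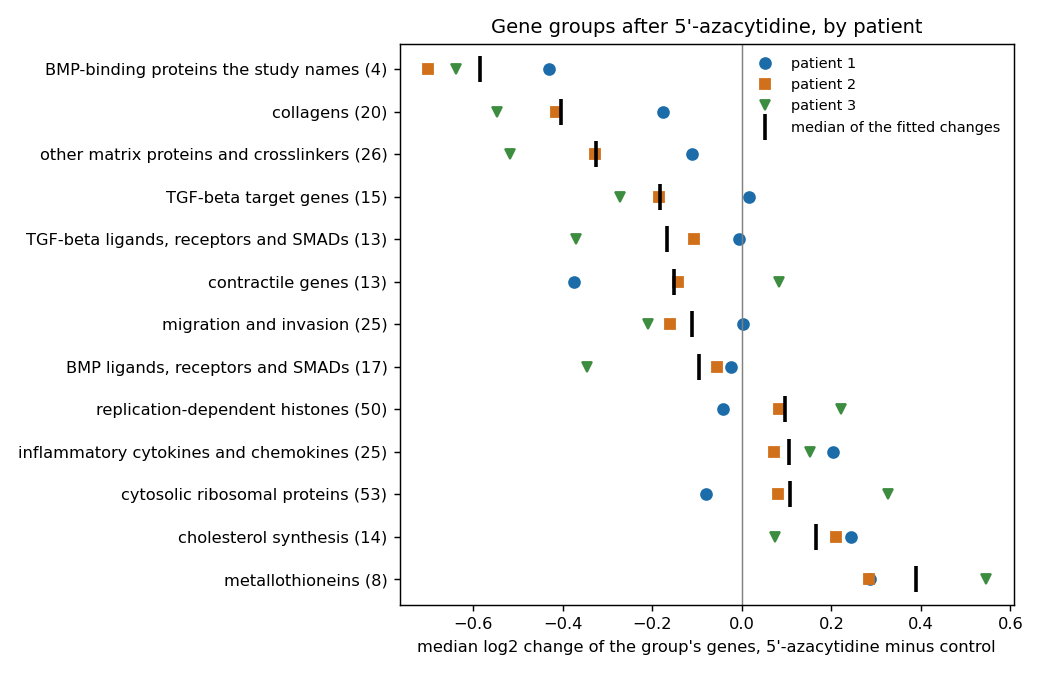
Median log2 change (treated minus control) of 13 gene lists, for each of the 3 patients (symbols) and for the fitted changes over all patients (black bars), with the number of measured genes in brackets. The collagens and the other matrix proteins lie left of 0 in all 3 patients and the metallothioneins right of 0.

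No gene passed an adjusted p under 0.05 from limma (smallest adjusted p = 0.19, OGN). At an unadjusted p at or under 0.05 limma gave 1024 genes, where 987 are due by chance alone. The methods' paired t-test gave 21 genes at the study's thresholds and 0 after adjustment, and the methods' unpaired t-test gave 4 and 0. The same direction in all 3 patients was seen for 26.1% of genes, against 25% by chance. Without the patient block, limma gave 15 genes at the thresholds, 5 higher and 10 lower, and without the pair of patient 1 it gave 424; without that of patient 3 it gave 111 at an adjusted p under 0.05. Of the largest changes, CXCL1 (0.44) missed the thresholds without patient 1, CCL8 (-0.57), CCL11 (-0.29) and OCIAD2 (0.74) without patient 2, and ACKR4 (-0.57), CSTA (0.49), SLC51B (0.56), UQCC5 (0.37), SEC11C (0.26) and OCIAD2 (0.21) without patient 3, and with the methods' paired t-test all missed them except OGN, CHL1, ECM2, CXCL2 and CXCL8.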

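In the authors' deposited list, 40 probe sets with their array values were given, 34 of them lower and 6 higher after treatment. The same 40 and no others came out of the methods' paired t-test over 54518 probe sets at the study's thresholds, and all 40 also met those thresholds with limma, among 122 probe sets. They name 33 genes, and 2 probe sets have no single gene symbol. Besides genes already given, the lower ones include the alcohol dehydrogenase ADH1B, the protease inhibitor A2M, the Wnt antagonist FRZB, and the matrix-associated genes ABI3BP, AEBP1, DPT, FBLN1, MATN2 and CCN4. A2M had a log2 difference of -0.76 (standard error 0.10) on its brighter probe set and AEBP1 one of -0.64 (standard error 0.10), whereas ADH1B (-0.58) and FBLN1 (-0.58) on their brightest probe sets were just under the fold threshold. SCD5, a fatty acid desaturase, is listed as higher, with a log2 difference of 0.88 on that probe set, and its brightest of 4 probe sets had one of -0.26. COL1A1 is listed as lower, with a log2 difference of -0.70 on that probe set, against -0.31 (standard error 0.12) on the brightest of 5, and all 5 were lower.
Lists of signaling genes had smaller medians. TGF-β target genes had a median of -0.18 over 15 genes, with 0.02, -0.18 and -0.27 in patients 1, 2 and 3 (camera adjusted p = 5.2e-05, and adjusted p = 0.57 with an estimated correlation), and TGF-β ligands, receptors and SMADs one of -0.17 over 13, with -0.0063, -0.11 and -0.37 (camera adjusted p = 0.00054, and adjusted p = 0.57 with an estimated correlation). The patient medians of both lists, and those of the BMP ligand and migration lists, ran in the order of the spiked-in transcripts and of the actin 3′ minus 5′ difference, which 3 patients can easily give by chance. LTBP2, a latent TGF-β binding protein on both lists, had a log2 difference of -0.55 (standard error 0.17), with -0.11, -0.47 and -1.07 in patients 1, 2 and 3. POSTN, periostin, had one of -0.38 and LTBP4 one of -0.30, and none of the 3 genes met the thresholds. BMP ligands, receptors and SMADs had a median of -0.10 over 17 genes (camera adjusted p = 0.031, and adjusted p = 0.57 with an estimated correlation), with ACVR1 at -0.29 and BMP4 at -0.24. Neither the 18 other BMP and activin antagonists (median -0.0050; FSTL1 -0.37, CRIM1 -0.37) nor the 11 BMP target genes (median -0.06, mean 0.01; ID1 0.47, ID3 0.29) passed camera (adjusted p = 0.58 and 0.89), and no member met the thresholds. FSTL1 was lower in all 3 patients, whereas CRIM1 was at 0.23, -0.94 and -0.38, and ID3 at 0.27, -0.14 and 0.75, in patients 1, 2 and 3. The 13 contractile genes had a median of -0.15 and the 25 genes of migration and invasion one of -0.11, each with a camera adjusted p of 0.0027 (adjusted p = 0.57 and 0.60 with an estimated correlation). ACTG2 had a log2 difference of -0.40, MYH11 one of -0.24 and ACTA2, which encodes α-SMA, one of -0.16 (standard error 0.10), while ADAM12, a metalloprotease, was the 1 member of either list at the thresholds (-0.63, standard error 0.10). The contractile list had medians of -0.37, -0.14 and 0.08 in patients 1, 2 and 3, in the reverse order of the spiked-in transcripts and of the actin difference. Without the patient block the BMP ligand and contractile lists did not pass (camera adjusted p = 0.082 for each). Nor did the contractile list without patient 1 (median -0.03), the BMP ligand and migration lists without patient 2, or the BMP ligand (-0.04), TGF-β ligand (-0.07) and migration (-0.04) lists without patient 3. The TGF-β targets were then at -0.10 and the contractile genes at -0.25, and without patient 1 the BMP ligand list was at -0.22 and the migration list at -0.20.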

The array data have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus database (accession no: GSE69764).

### Statistical analysis

Data are presented as means ± SEM. We assessed differences in measured variables using the paired or unpaired two-sided Student t test. Data among groups were compared by One-way ANOVA with Tukey post test. Statistical difference was accepted at *P* < 0.05. Prism version 5.0 (GraphPad) was used to generate graphs and statistical analyses.

## Additional Information

**How to cite this article**: Huan, C. *et al.* Methylation-mediated BMPER expression in fibroblast activation *in vitro* and lung fibrosis in mice *in vivo*. *Sci. Rep.* **5**, 14910; doi: 10.1038/srep14910 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
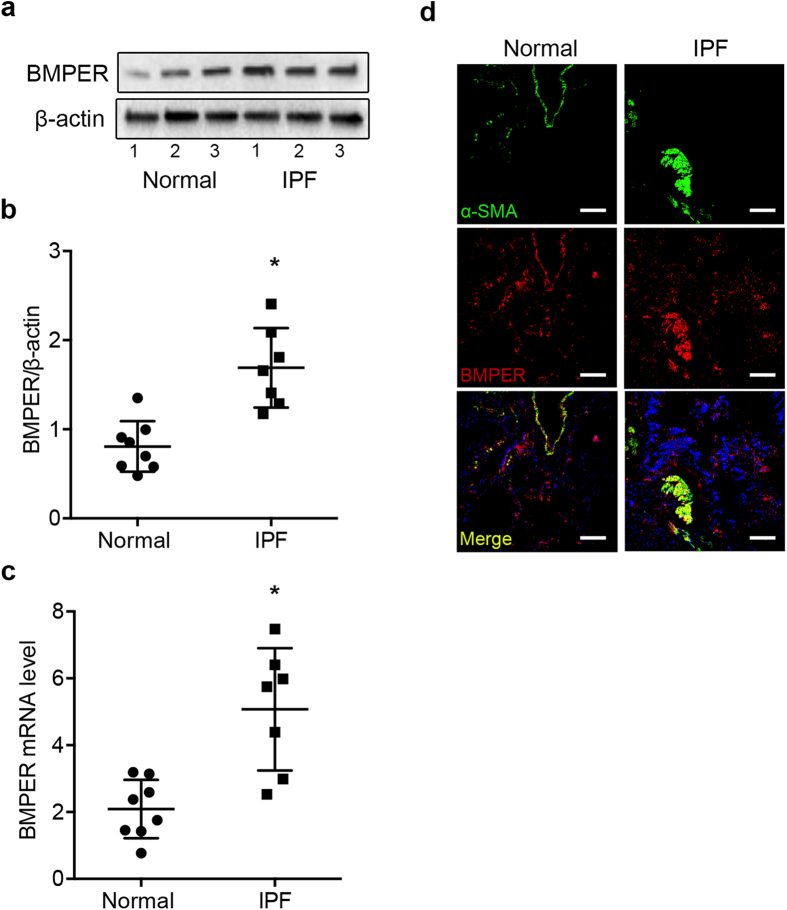
Increased BMPER expression in IPF lung fibroblasts and tissues. (**a**,**b**) BMPER protein levels were compared in primary lung fibroblasts derived from normal subjects and IPF patients with Western blot analysis (3 samples are shown). β-actin was used as a loading control. (**b**) Quantification of BMPER protein levels normalized to β-actin in normal and IPF lung fibroblasts by densitometry analysis (normal n = 8 and IPF n = 7; *P < *0.05,* data are mean and SEM, unpaired t test). (**c**) BMPER mRNA expression was compared in primary lung fibroblasts derived from normal subjects and IPF patients with qRT-PCR analysis (normal n = 8 and IPF n = 7, *P < 0.05, data are mean and SEM, unpaired t test). GAPDH was used as an internal control. (**d**) BMPER was co-localized with α-SMA in fibrotic foci. Representative confocal photomicrographs of immunofluorescence labeling for α-SMA (*green*), BMPER (*red*) and merged (*yellow*) images were from normal subjects and IPF patients. Scale bars, 20 μm. The experiments were repeated three times. The full size blots were shown in the Supplementary Fig. S1.

**Figure 2:**
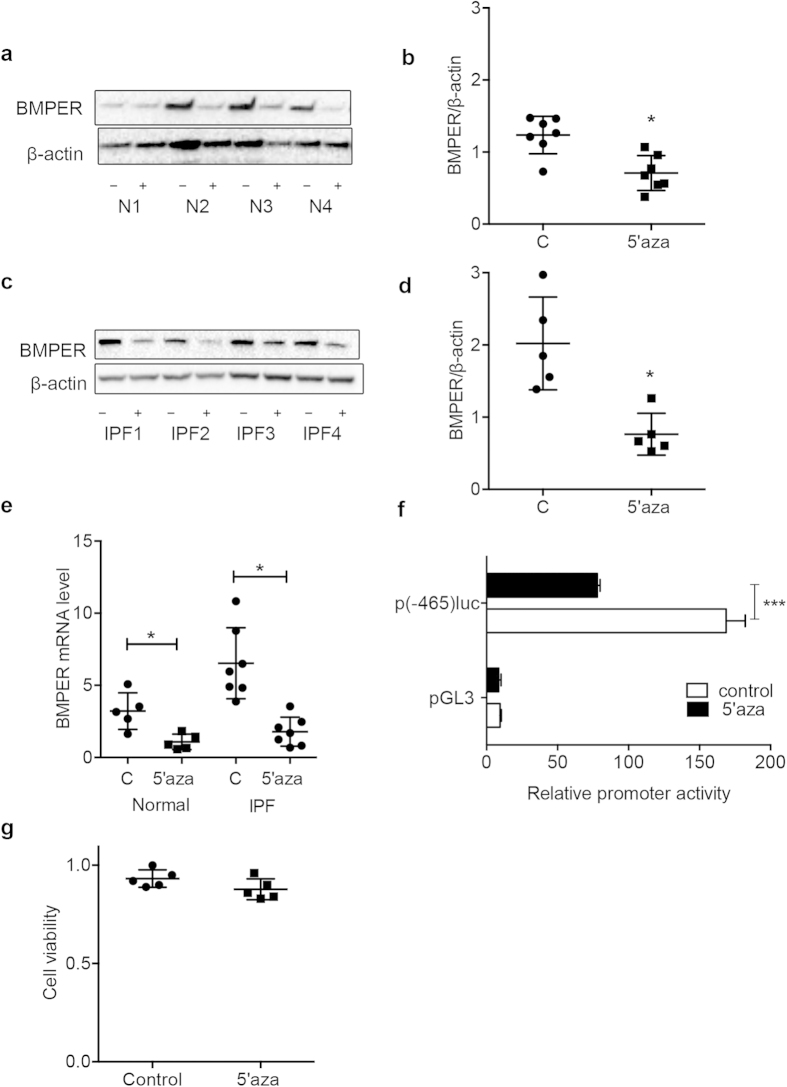
Demethylation decreased BMPER expression in normal and IPF fibroblasts and regulated the BMPER promoter activity. Primary normal (**a**,**b**) and IPF lung fibroblasts (**c**,**d**) were treated with 5′-azacytidine at 5 μM for 24 hours. BMPER protein levels in normal and IPF lung fibroblasts were analyzed with Western blotting (4 samples are shown). β-actin was used as a loading control. The relative amount was shown with densitometry analysis (normal n = 7 and IPF n = 5; N, normal; C, control; 5′aza, 5′-azacytidine; *P < 0.05; paired t test). (**e**) BMPER mRNA expression was assessed in human normal and IPF lung fibroblasts after 5 μM 5′-azacytidine treatment for 24 hours with qRT-PCR (normal n = 5 and IPF n = 7; C, control; 5′aza, 5′-azacytidine; *P < 0.05, paired t test). (**f**) Luciferase activity of human BMPER promoter was measured in HEK293 cells treated with 5′-azacytidine at 5 μM for 24 hours (***P < 0.001, data are mean and SEM, unpaired t test). (**g**) Cell viability of human lung fibroblasts with and without 5′-azacytidine treatment was measured with MTT assay. (n = 5, *P* > 0.05, paired t test). The full size blots were shown in the Supplementary Fig. S2.

**Figure 3:**
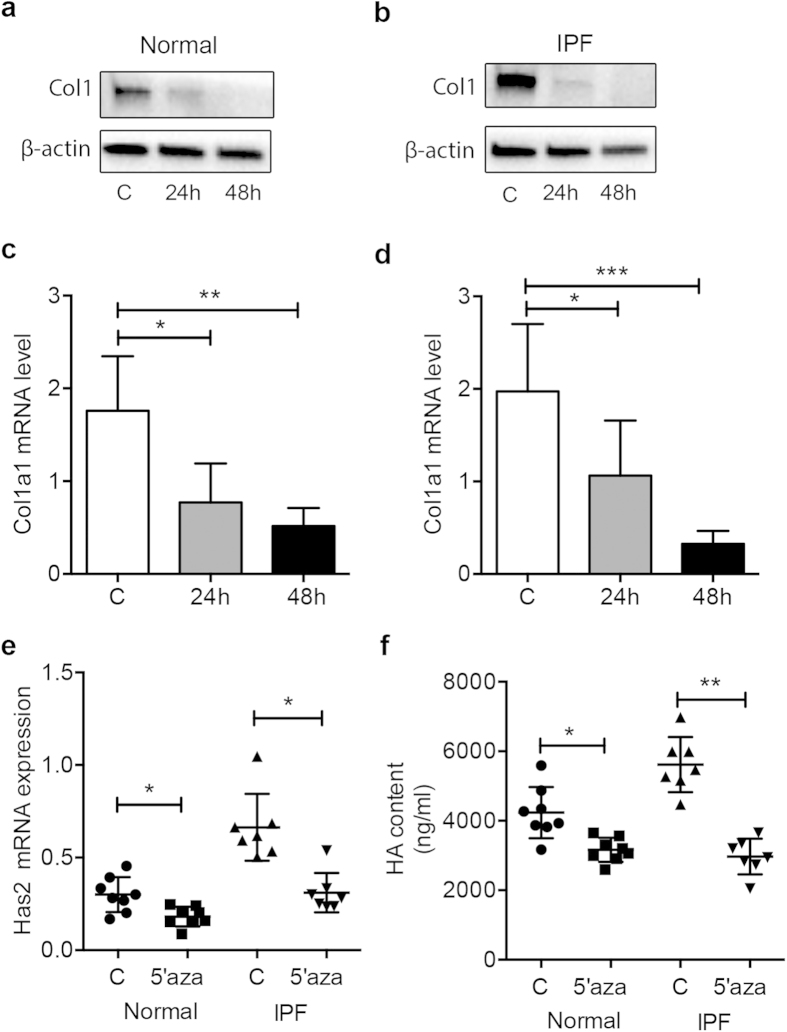
Demethylation correlated with the extracellular matrix production of primary lung fibroblasts. Extracellular matrix production of primary normal and IPF fibroblasts treated with 5′-azacytidine at 5 μM or control medium for 24 hours or 48 hours was assessed with Western, RT-PCR, and ELISA. Col1 protein levels in normal (**a**) and IPF (**b**) lung fibroblasts were analyzed with Western blotting. β-actin was used as a loading control (normal n = 3 and IPF n = 3). Col1 mRNA levels in normal (**c**) and IPF (**d**) lung fibroblasts were assessed with RT-PCR. GAPDH was used as a loading control. (Col1, Collagen 1, C, control, normal n = 4 and IPF n = 6, *P < 0.05; **P < 0.01; ***P < 0,001; data are mean and SEM, unpaired t test) (**e**). Has2 mRNA expression in primary normal and IPF fibroblasts treated with 5′-azacytidine were assessed with RT-PCR (C, control, normal n = 8 and IPF n = 7. *P < 0.05, paired t test). (**f**) The levels of HA in the supernatant of normal and IPF lung fibroblasts treated with 5′-azacytidine at 5 μM for 24 hours (C, control, HA, Hyaluronan, Normal n = 8 and IPF n = 7, *P < 0.05; **P < 0.01, paired t test). The full size blots were shown in the Supplementary Fig. S3.

**Figure 4:**
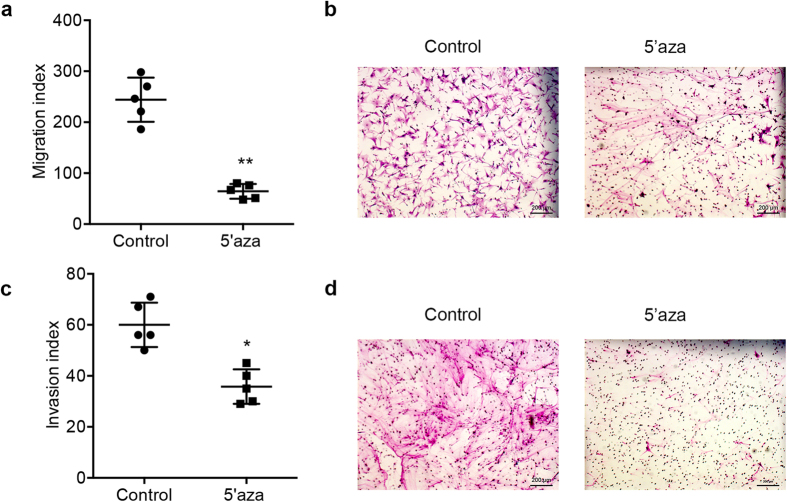
Reduced invasion and migration capacities of IPF fibroblasts treated with 5′-azacytidine. The invasion and migration capacities of primary IPF fibroblasts treated with 5′-azacytidine at 5 μM for 24 hours were assessed. (**a**) Migration capacity of IPF fibroblasts untreated and treated with 5′-azacytidine was assayed with a Boyden chamber (**P < 0.01, Data are mean and SEM, unpaired t test, n = 5 patients). (**b**) Representative images of migration from IPF fibroblasts untreated and treated with 5′-azacytidine (Scale bars, 200 μm). (**c**) Invasion capacity of IPF fibroblasts untreated and treated with 5′-azacytidine (*P < 0.05, Data are mean and SEM, unpaired t test, n = 5 patients). (**d**) Representative images of invasive IPF fibroblasts from IPF fibroblasts untreated and treated with 5′-azacytidine (Scale bars, 200 μm).

**Figure 5:**
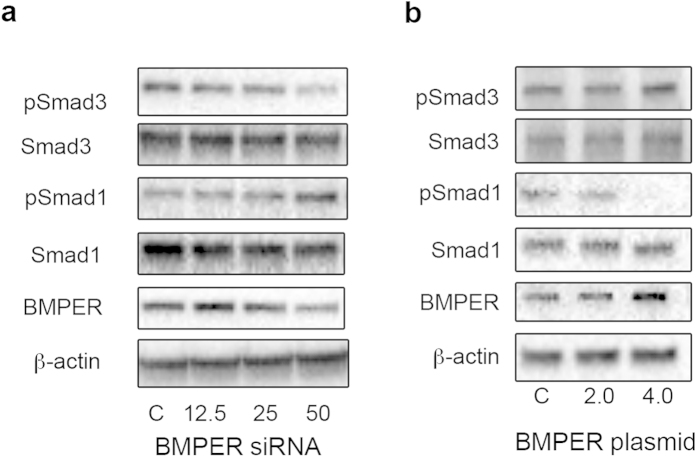
BMPER modulates fibroblast activation by facilitating TGF-β/BMP signaling. Western blot analysis was used to assess p-Smad3, Smad3, p-Smad1, Smad1 and BMPER expression levels in MRC5 cells (**a**) Cells were transfected with either 12.5–50 pmol BMPER siRNA or control siRNA 48 hours and (**b**) Cells were transfected with either 2–4 μg BMPER plasmid or control empty plasmid 48 hours. β-actin was used as a loading control. The experiments were repeated three times (C, control). The full size blots were shown in the Supplementary Fig. S4.

**Figure 6:**
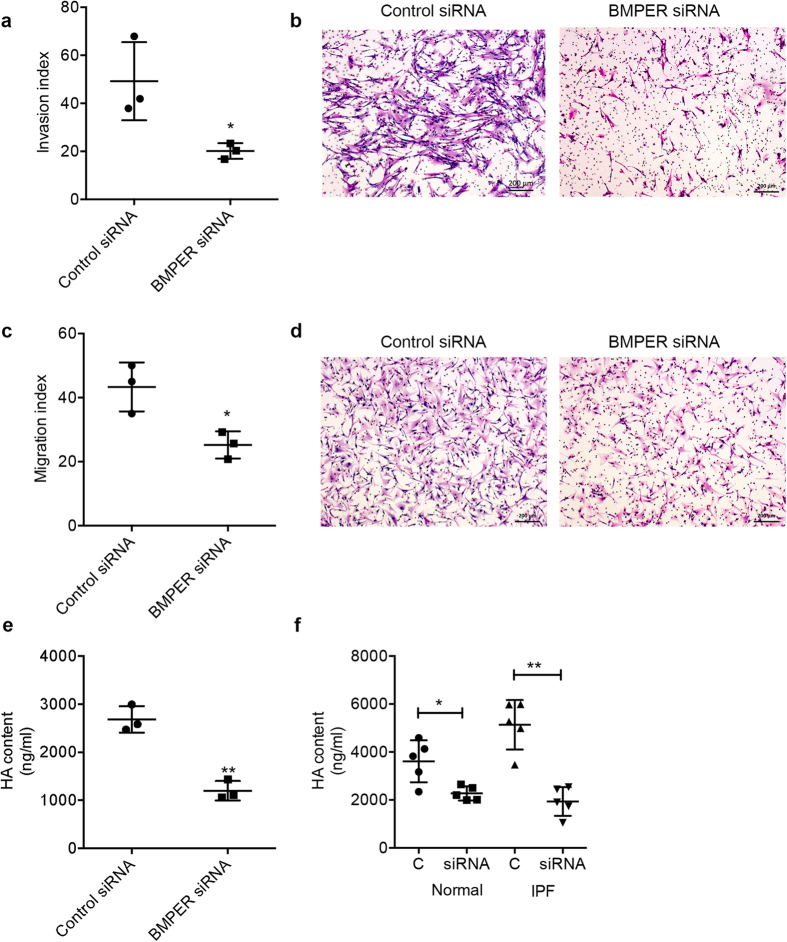
Knocking down BMPER with siRNA reduced migration and invasion capacities and matrix production of fibroblasts. (**a**) Cell invasion capacity of MRC5 cells transfected with BMPER siRNA or control siRNA (*P < 0.05, data are mean and SEM, unpaired t test, n = 3 times). (**b**) Representative images of Invasion (Scale bars, 200 μm). (**c**) Cell migration capacity of MRC5 cells transfected with BMPER siRNA or control siRNA was assayed with a Boyden chamber (*P < 0.05; data are mean and SEM, unpaired t test, n = 3 times). (**d**) Representative images of migration (Scale bars, 200 μm). (**e**) HA concentration of MRC5 cells transfected with BMPER siRNA or control siRNA (HA, Hyaluronan; **P < 0.01; data are mean and SEM, unpaired t test; n = 3 times). (**f**) HA concentration of normal and IPF lung fibroblasts transfected with BMPER siRNA or control siRNA (HA, Hyaluronan; *P < 0.05; **P < 0.01; data are mean and SEM, unpaired t test, normal n = 5 subjects and IPF n = 5 patients).

**Figure 7:**
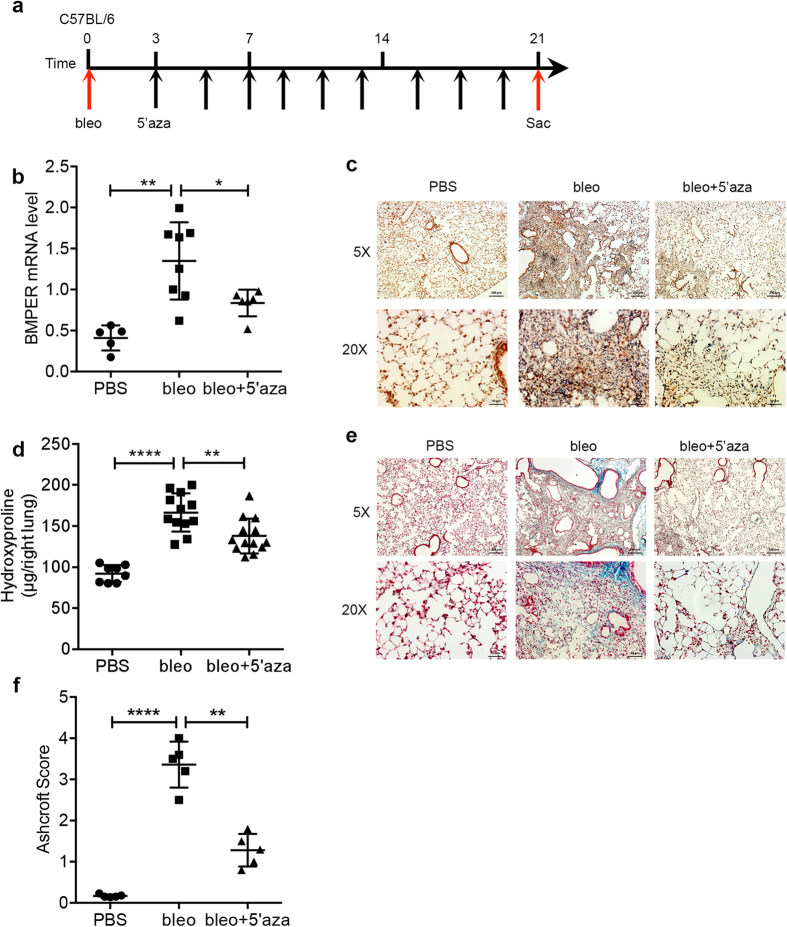
Decreased BMPER expression with 5′-azacytidine attenuated lung fibrosis in mouse *in vivo*. (**a**) Experimental strategy for *in vivo* treatments. Mice were given bleomycin (2.5 U/kg) at day 0, and followed by intraperitoneal injection of with 5′-azacytidine (1 mg/kg) every other day from day 3 to day 21. Mice were sacrificed at day 21 and lung tissues were harvested for analysis. (**b**) BMPER mRNA expression in mouse lung fibroblasts from mice treated with PBS (n = 5), bleomycin only (n = 8) or bleomycin and 5′-azacytidine (n = 6), 3 weeks after bleomycin treatment (*P < *0.05;* **P < 0.01; data are mean and SEM, one-way ANOVA analysis). (**c**) Immunohistochemical staining of BMPER in lung tissues of mice treated with PBS, bleomycin only, or bleomycin with 5′-azacytidine (scale bars, 5×, 200 μm; 20×, 50 μm). (**d**) Hydroxyproline content from mice treated with PBS (n = 8), bleomycin only (n = 12) or bleomycin and 5′-azacytidine (n = 13) (**P < 0.01; ****P < 0.0001; data are mean and SEM, one-way ANOVA analysis). (**e**) Thichrome staining of lungs from mice treated with PBS, bleomycin only, or bleomycin and 5′-azacytidine (scale bars, 5×, 200 μm; 20×, 50 μm). (**f**) Ashcroft score from mice treated with PBS (n = 5), bleomycin only (n = 5) or bleomycin and 5′-azacytidine (n = 5), 3 weeks after bleomycin treatment (**P < 0.01; ****P < 0.0001; data are mean and SEM, one-way ANOVA analysis. bleo, bleomycin; 5′aza, 5′azacytidine; Sac, sacrifice).

# Supplementary material for: Methylation-mediated BMPER expression in fibroblast activation in vitro and lung fibrosis in mice in vivo
**Source:** Sci Rep. 2015 Oct 7;5:14910. doi: 10.1038/srep14910
**Supplement:** Supplementary Information

**Supplementary Information**

**Methylation-mediated BMPER expression in fibroblast activation in vitro and lung fibrosis in mice in vivo**

Caijuan Huan1, 2, Ting Yang1, Jiurong Liang2, Ting Xie2,Luis Cheng2, Ningshan Liu2,Adrianne Kurkciyan2,Jessica Monterrosa Mena2,Chen Wang3, Huaping Dai1, Paul W. Noble2, and Dianhua Jiang2*

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

Supplementary Figure S5

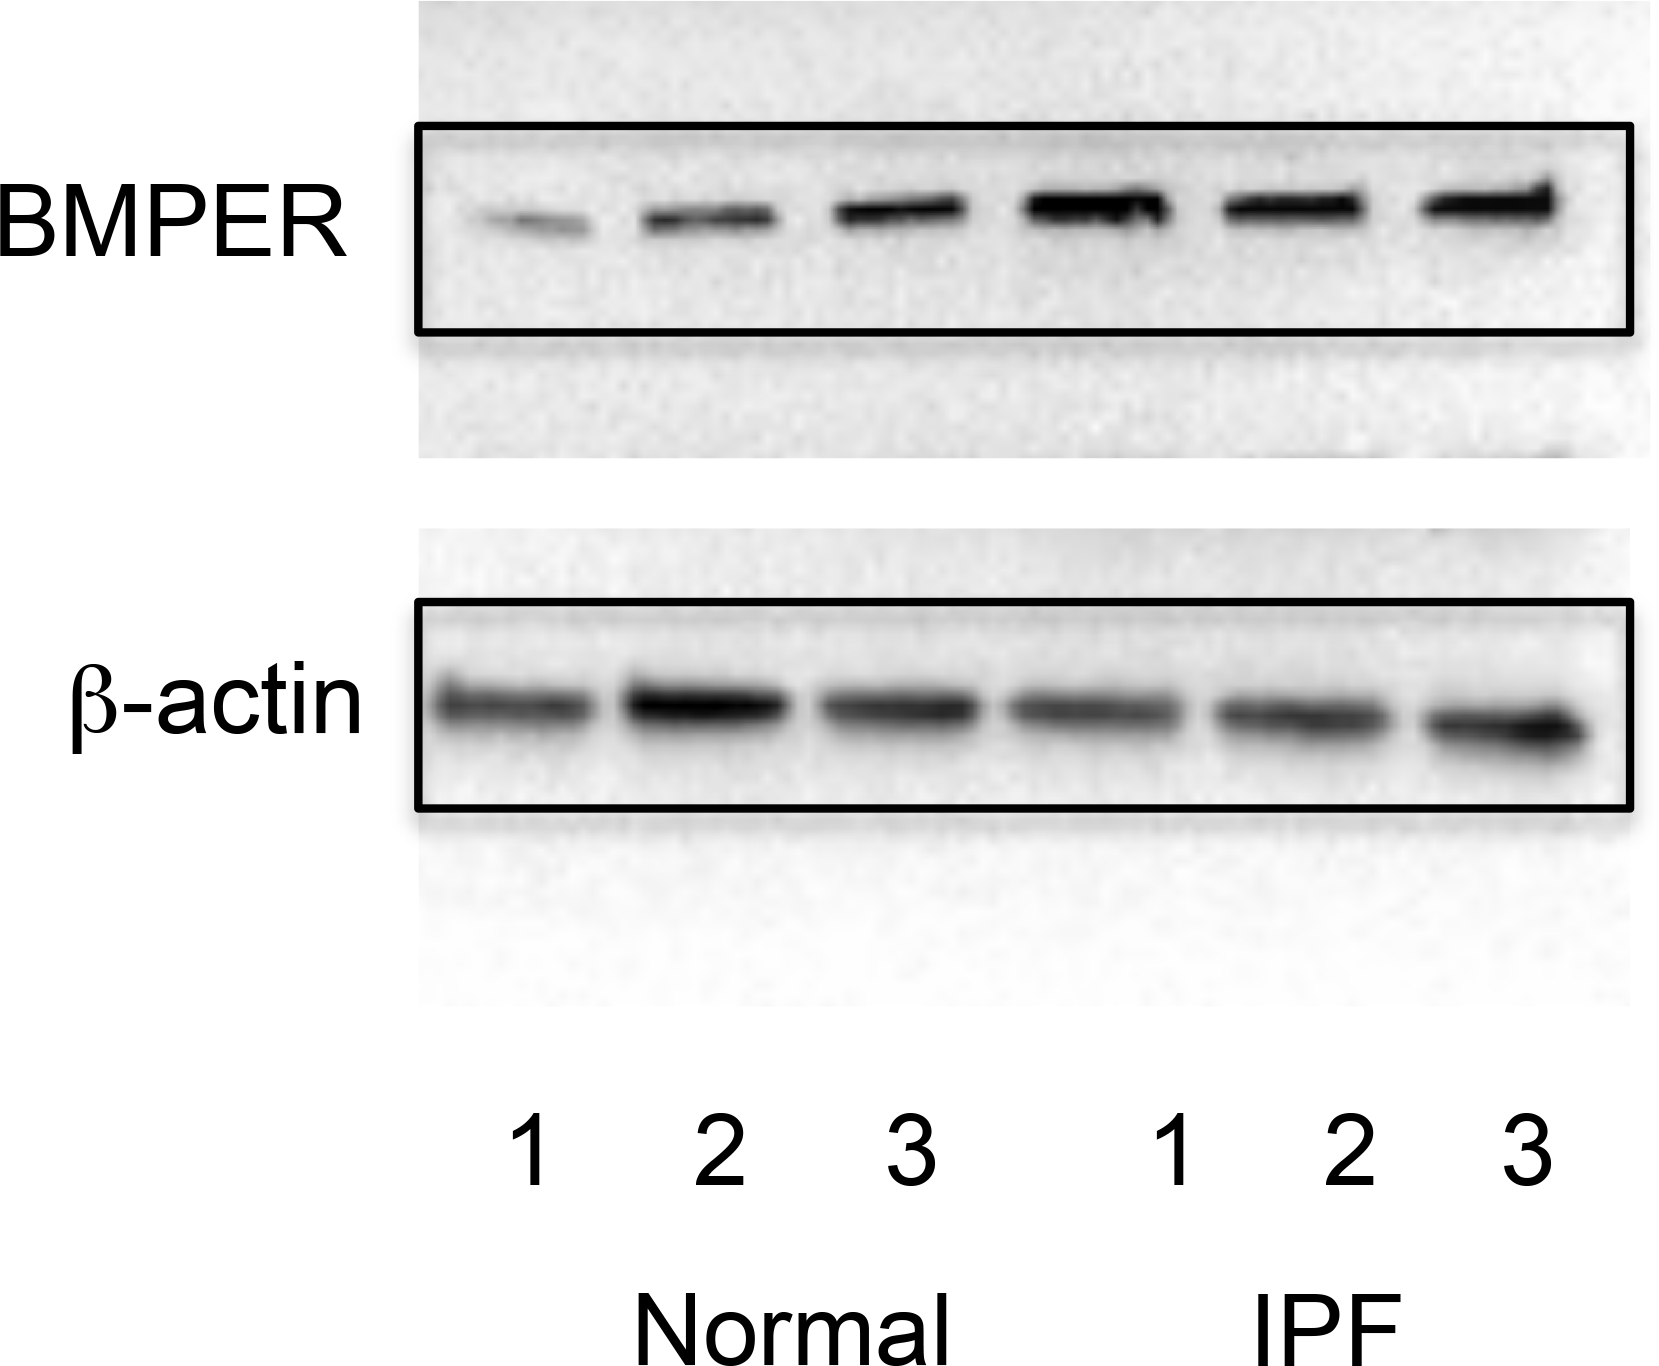

**Figure S1. Full-length gels and blots for key data in the main figures for Figure 1a.**

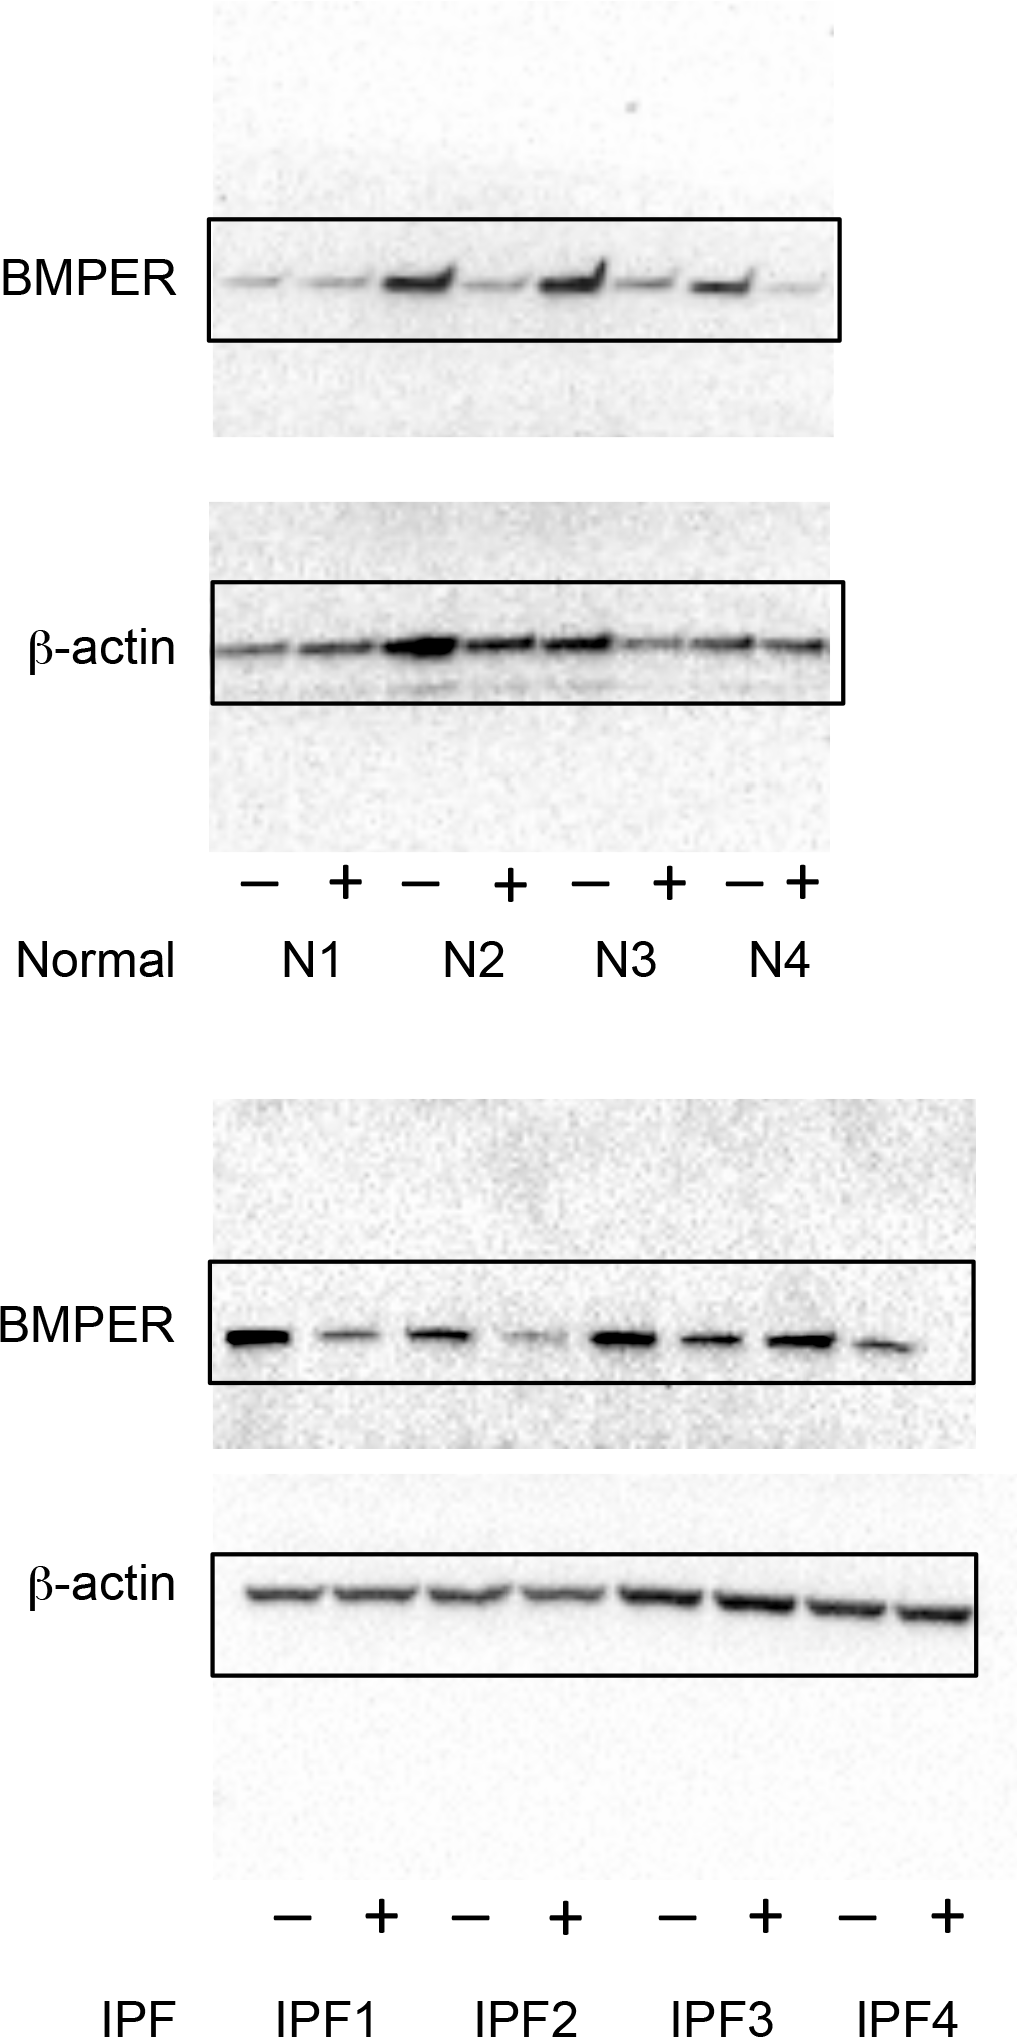

**Figure S2. Full-length gels and blots for key data in the main figures for Figure 2a and Figure 2c.**

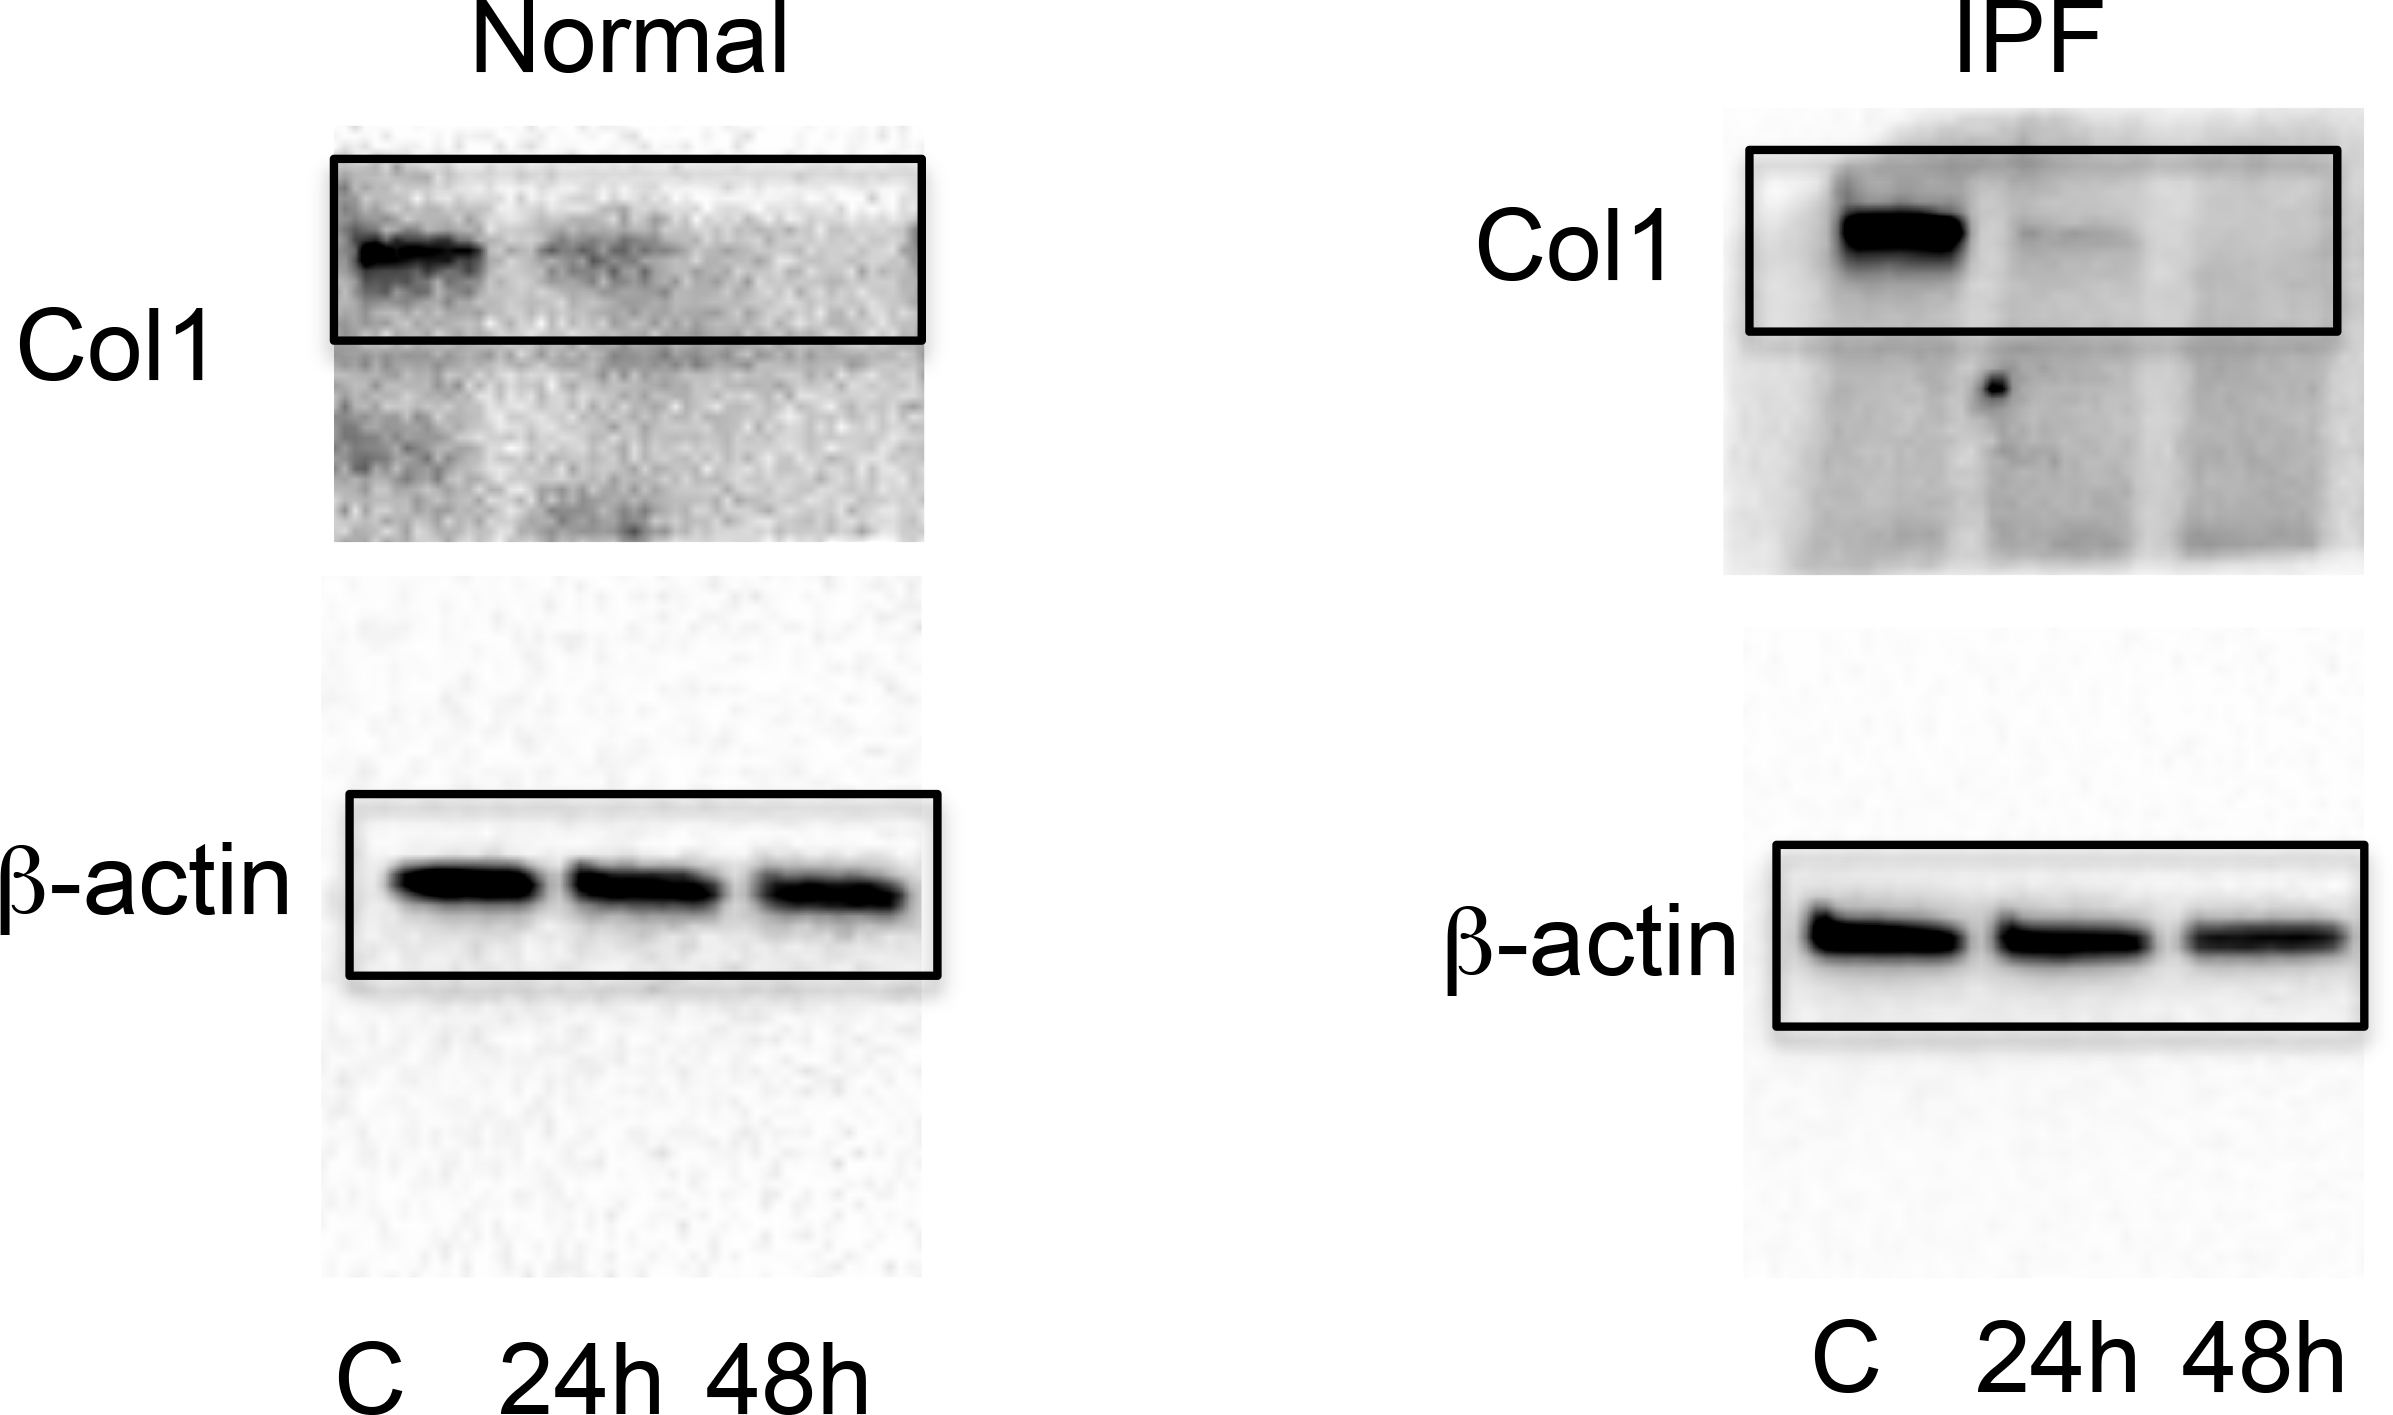

**Figure S3. Full-length gels and blots for key data in the main figures for Figure 3a and Figure 3b.**

**
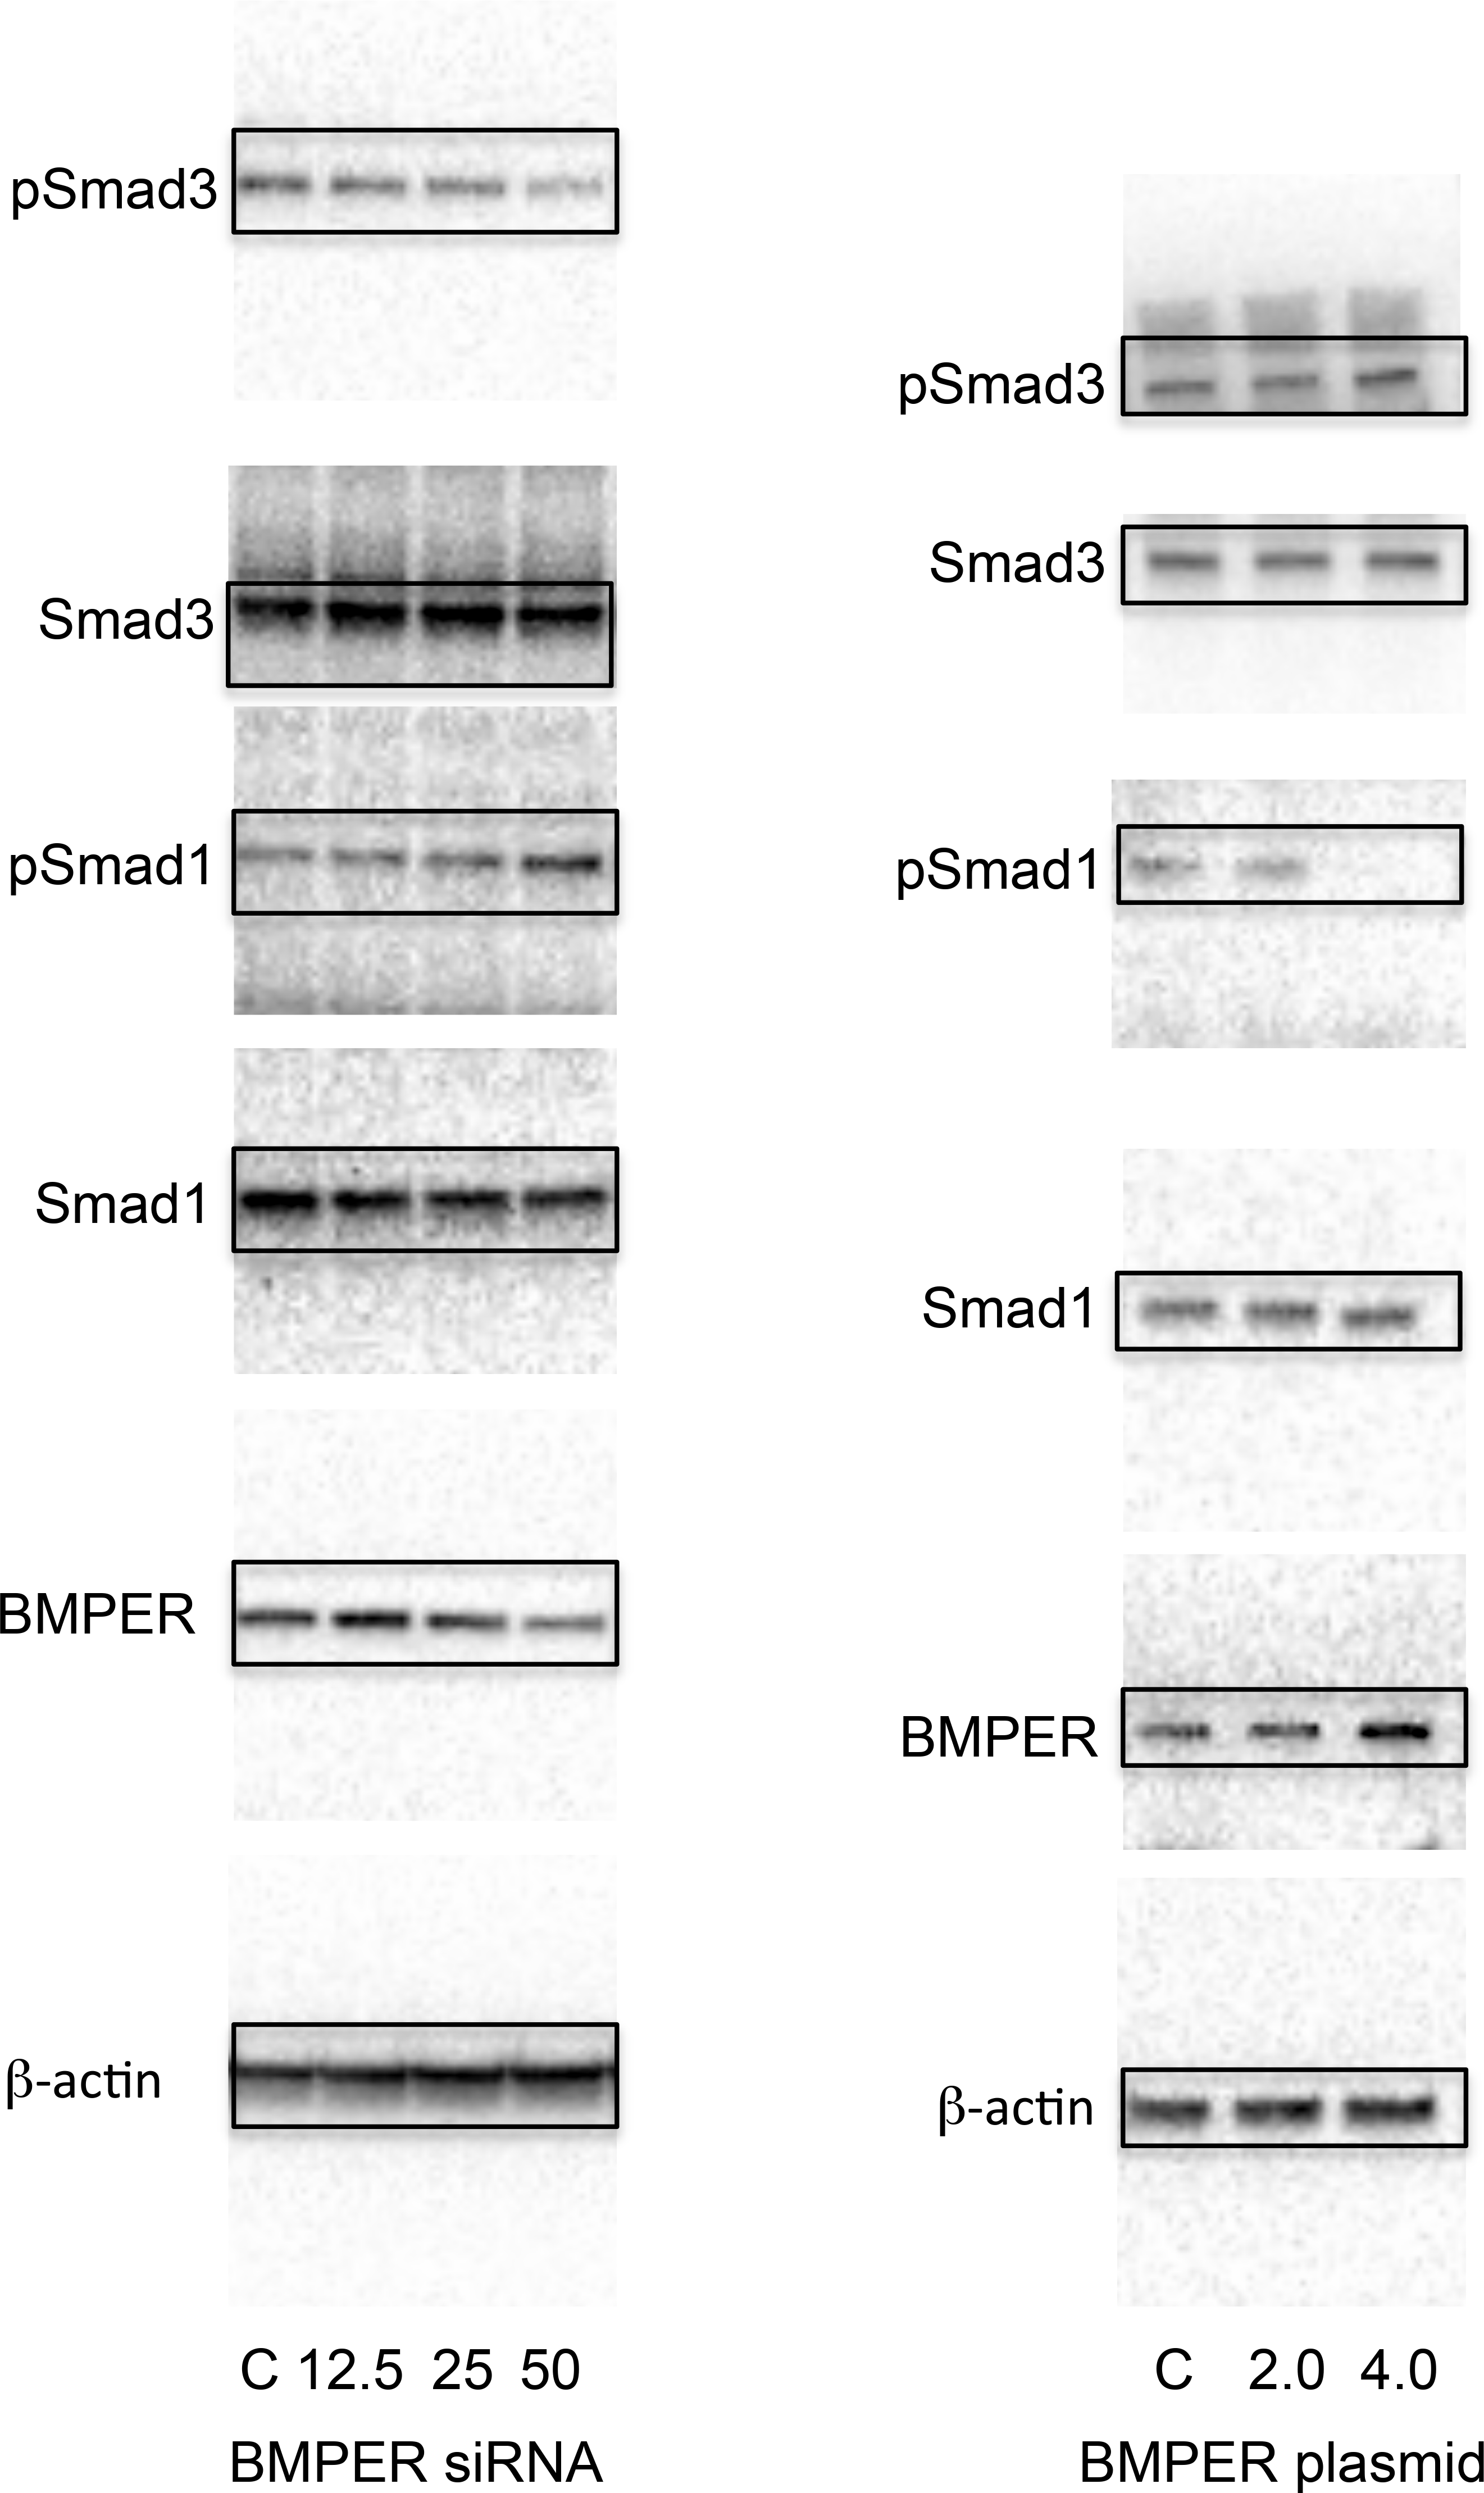
**

**Figure S4. Full-length gels and blots for key data in the main figures for Figure 5a and Figure 5b.**

**
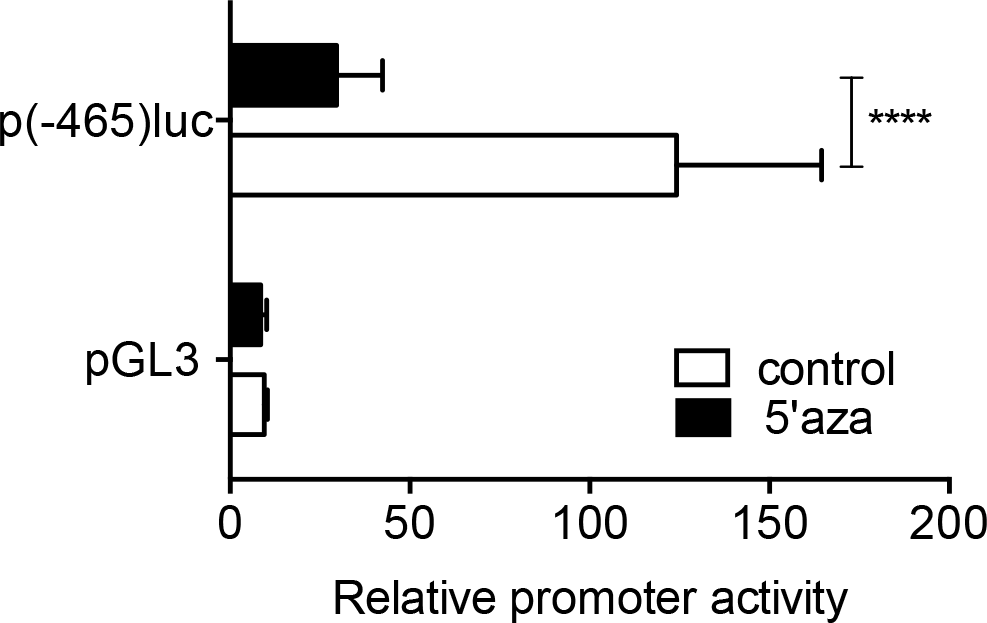
**

**Figure S5. Demethylation regulates BMPER promoter activity.**

The mouse BMPER promoter to drive luciferase (p(-465) luc) along with vector control (pGL3) were transfected into 293HEKs cells. 24 hours later, the transfectants were treated with 5’-azacytidine, and promoter activities were measured 48 hours after transfection. 5’-azacytidine treatment reduced promoter activities (****, *P* < 0.0001).

How the deposited data were processed for this re-analysis (not part of the article)

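RNA of lung fibroblasts from 3 IPF patients, at passage 4, treated with 5 μM 5′-azacytidine for 24 hours or left as controls, was hybridized to Affymetrix expression arrays, 1 array per patient and condition. The authors deposited log2 values of 54675 probe sets for the 6 arrays, and the submitters' processing notes name RMA, which corrects background, normalizes between arrays and summarizes probes, and Partek 6.5. A second deposited table holds the log2 values of 40 probe sets that the authors selected, identical to those of the full table. Background, normalization and summary of probes are therefore part of the values, and no probe-level signals or detection calls were used here, so that dim probe sets could not be told from background.

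Arrays were assigned to conditions by title, description, treatment label and treatment protocol. The source-name field of the labels exchanges control and treated for 2 patients, and the counts of genes and lists, the lists past camera, and the genes that carry the results (the 4 BMP-binding proteins, COL1A1, HAS2 and the largest changes) were recomputed under it. The patients are numbered 1 to 3 here. Control and treated arrays are paired by patient: the deviations of a patient's 2 arrays from their group means correlated over genes at 0.58, 0.65 and 0.45 in patients 1, 2 and 3, and genes are not independent replicates. The study's statistics section names paired and unpaired t-tests, while its microarray paragraph names thresholds without a test.

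Gene symbols came from the platform's probe table, updated through Entrez IDs with RefSeq gene records of assembly GRCh38.p14, to which 41043 of the 41097 probe sets with exactly 1 symbol matched. No coordinates are given, since the tables name no genome build. Probe sets with several symbols or none were not named, XIST and Y-linked genes were left out of all tests, and 41032 probe sets of 19740 genes remained, of which 10511 genes had more than 1 probe set. The probe set with the highest mean over all arrays stood for its gene.

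R 4.3.3 and limma 3.58.1 were used. A linear model with patient and treatment was fitted to the log2 values with lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment, and left 2 residual degrees of freedom, to which the prior added 5.5. Genes were counted at an adjusted p under 0.05 and at the study's thresholds, an unadjusted p at or under 0.05 and a fold change of at least 1.5. The steps were tested on simulated data for this comparison over 19740 genes, with 50 genes changed at each size. At a log2 change of 0.585, 13 of 50 genes were recovered at an adjusted p under 0.05 and 26 of 50 at the study's thresholds. At a log2 change of 1, 47 and 49 of 50 were recovered. Among the unchanged simulated genes, 6 were called at an adjusted p under 0.05 and 44 at the study's thresholds. The simulated noise was independent and of one size in all patients. The SD of the real changes was 0.17, 0.20 and 0.34 in patients 1, 2 and 3. The shares recovered therefore need not hold for these arrays, where OGN at -1.19 had an adjusted p of 0.19 from limma.

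Named genes are those the study names; the 12 largest increases and 12 largest decreases among genes past an adjusted p under 0.05, filled here entirely from genes at the study's thresholds with the same direction in all 3 patients; for each gene list up to 4 members with the smallest p past those thresholds, or else the 2 with the largest change; and genes of the authors' deposited list. Genes outside this rule are said to have been chosen after their values were seen. Gene lists were tested with camera (preset correlation 0.01, and with an estimated correlation) and fry, adjusted over 32 lists. With an estimated correlation, camera rests on the 2 residual degrees of freedom, so hardly any list could pass. Some list members without a probe set of exactly 1 symbol were not analysed here.

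Alternatives were no patient block, quantile normalization again, centring arrays on their medians, only genes above the median value, the mean of a gene's probe sets, limma-trend, robust eBayes, leaving out each patient, the source-name labels, the methods' paired and unpaired t-tests, all probe sets, a fold change of at least 2, no fold threshold, and both other list tests. The authors' own probe sets for 3 genes, and the methods' paired t-test on every probe set, were added after seeing the data.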

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

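All tests of explanations in this part were chosen after the results were seen. The 3 lists and 2 genes below are outside those that the paper discusses and were higher or lower in treated than in control cells of all 3 patients.

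CXCL2 had the largest increase of the genes at the study's thresholds (log2 1.25, adjusted p = 0.33 from limma, higher in 3 of 3 patients), and CXCL1, CXCL3, CXCL5 and CXCL8 were higher with it. However, BEX2 (1.55) and CSTA (1.47) lay above CXCL2 without patient 1. CXCL5 did so without patient 2 (1.52) or 3 (1.30), and CXCL3 (1.40, against 1.39 for CXCL2) without patient 2. The spiked-in differences were 0.43 and -0.43 in patients 1 and 3 and the medians of the 5 chemokines 1.20 and 1.14 (0.68 in patient 2), but these genes were chosen because they met the thresholds, which favors one direction in all patients, so a shift of the arrays' signal cannot be told apart. For CXCL1, CXCL2 and CXCL3, of which the smallest change was 0.81, signal shared between their probe sets cannot be told apart from separate increases, because the probe sequences were not compared. A response of these genes to the treatment stays open as a hypothesis.

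OGN had the largest decrease (log2 -1.19, adjusted p = 0.19 from limma, lower in 3 of 3 patients). Without patient 1 OGN was at -1.16, and COL15A1 (-1.29), HMCN1 (-1.19), GPM6B (-1.18) and COL4A6 (-1.17) lay below it. Without patient 2, GDF10 (-1.22) lay below OGN. The metallothioneins had a median log2 change of 0.39, with medians of 0.29, 0.285 and 0.54 in patients 1, 2 and 3. The inflammatory cytokines and chemokines had a median of 0.11, and medians of 0.20, 0.07 and 0.15. Cholesterol synthesis genes had a median of 0.16 over 14 genes (camera adjusted p = 3.9e-05, and adjusted p = 0.57 with an estimated correlation), with medians of 0.24, 0.21 and 0.07 in patients 1, 2 and 3, in the order of the spiked-in transcripts and of the actin 3′ minus 5′ difference, and with FDPS at 0.46 and DHCR7 at 0.37, none of them at the thresholds or when adjusted over the list alone.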

How the results depend on the processing

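The count of 0 genes at an adjusted p under 0.05 held in every alternative except without the pair of patient 3, where 2 patients gave 111 (range over the patients left out 0 to 111). The 56 genes at the study's thresholds became 15 without the patient block (paired arrays taken as independent), 28 with the mean of a gene's probe sets, 135 with the source-name labels, 21 with the methods' paired t-test, 4 with the methods' unpaired t-test, 122 over all probe sets, 7 at a fold change of at least 2, 1024 with no fold threshold, and 62 to 424 without 1 patient, the highest without patient 1, where 308 were higher and 116 lower. All other alternatives stayed within 1.5 times. BMPER at -0.63 and SPARCL1 at -0.59 kept their values without the block and with the methods' unpaired t-test but lost the unadjusted p; SPARCL1 at -0.56 after quantile normalization missed the fold. GREM1 met the thresholds at -0.59 after quantile normalization or median centring, at -0.61 with the mean of its probe sets and at -0.65 on the authors' probe set, and THBS1 did at -0.60 on the authors' probe set, the authors' probe sets being chosen after seeing the data. Leaving out 1 patient gave -0.77 to -0.54 for BMPER, which met the thresholds only without patient 1, -0.61 to -0.56 for GREM1, -0.49 to -0.25 for THBS1 and -0.66 to -0.48 for SPARCL1, which lost them without patient 2. The 13 lists past camera became 0 with an estimated correlation and 0 with fry: the medians of -0.58 (BMP-binding proteins), -0.40 (collagens), -0.32 (other matrix), 0.16 (cholesterol synthesis), 0.11 (inflammatory cytokines) and 0.39 (metallothioneins) are the same there, since only the test differs. With an estimated correlation, camera rests on 2 residual degrees of freedom, so hardly any list could pass. None of the 32 lists was below an adjusted p of 0.57 there, whether its estimated correlation was 0.47 (collagens) or 0.02 (hyaluronan). The preset correlation of 0.01 lies below that of the collagens, so neither form of camera decides about them. Without 1 patient these medians were -0.62 to -0.52, -0.49 to -0.30, -0.42 to -0.24, 0.12 to 0.24, 0.13 to 0.16 and 0.28 to 0.44, and the inflammatory list lost camera without patient 1. Ribosomal proteins were at -0.0082 without patient 3. Robust eBayes has no counterpart in camera and was not run on the lists. Of 30 named genes, 20 lost their calls without the block, 19 with the methods' paired t-test, 24 with the methods' unpaired t-test and 3 with robust eBayes (CCL11, CSTA, OCIAD2). Without the block 3 of 13 lists (BMP ligands and receptors, contractile genes, histones) also lost theirs, and the block changed no other of these calls. Hyaluronan genes, p53 targets and interferon-stimulated genes passed camera under some alternatives. Without detection calls, dim probe sets could not be told from background.

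The authors' own comparison did not use the source-name labels, under which the methods' paired t-test called 0 of their 40 listed probe sets. The source-name labels turn 2 of 3 patients, which is the cause of the reversals under them. BMPER was then at 0.40, GREM1 at 0.23, THBS1 at 0.17, SPARCL1 at 0.24, COL1A1 at 0.24, HAS2 at 0.41, OGN at 0.36, GDF10 at 0.52, COL15A1 at 0.78, CHL1 at 0.55, APOE at 0.12, GPM6B at 0.68, HMCN1 at 0.70, COL4A6 at 0.68, ECM2 at 0.40, CCL8 at 0.56, CCL11 at 0.71, ACKR4 at 0.67, CXCL2 at -0.51, CXCL3 at -0.42, BEX2 at -0.97, CSTA at -0.89, CXCL8 at -0.21, FABP3 at -0.60, SLC51B at -0.44, UQCC5 at -0.54, SEC11C at -0.54 and OCIAD2 at -0.58. List medians were 0.24 for BMP-binding proteins, 0.15 for BMP ligands and receptors, 0.18 for TGF-β ligands and receptors, 0.16 for TGF-β targets, 0.26 for collagens, 0.21 for other matrix, 0.16 for migration, -0.20 for metallothioneins, -0.12 for histones and -0.16 for ribosomal proteins. Not all medians turned: cholesterol synthesis stayed above 0 at 0.021, where only the direction given by camera turned, and the inflammatory cytokines kept their direction at 0.033, both no longer past camera. The contractile genes also kept their direction, at -0.08, and no longer passed camera. CXCL5 at 0.16 and CXCL1 at 0.22 stayed higher but missed the study's thresholds. The other causes were not tested.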

Differences from the paper's values

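The paper names Gremlin1 and thrombospondin 1 among genes lowered on the arrays. Both were lower here in all 3 patients, as were BMPER and SPARCL1, but on the probe set with the highest mean GREM1 (log2 -0.58, 1.497-fold) and THBS1 (log2 -0.38, 1.30-fold) did not reach the study's 1.5-fold threshold, while BMPER (log2 -0.63) and SPARCL1 (log2 -0.59) met both thresholds. Of the alternatives set before the data were examined, GREM1 met the thresholds after quantile normalization (-0.59), after median centring (-0.59), with the mean of its probe sets (-0.61) and without patient 1 (-0.61). With every probe set tested, another GREM1 probe set (-0.65) and 1 of the 7 THBS1 probe sets (-0.60) met them, and with no fold threshold both genes met the p threshold; THBS1 met the thresholds in no other of those alternatives. These are the probe sets of the authors' deposited list, whose use in place of the brightest was chosen after seeing the values, and limma called all 40 probe sets of that list, so 0 of its 40 probe sets were dropped. That list gives SCD5 as higher, which holds on its probe set (log2 0.88), while the brightest SCD5 probe set was at -0.26 here.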

Other observations

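All tests of explanations in this part were chosen after the results were seen. The 25 germline genes that methylation silences in somatic cells had a median log2 change of 0.01 (camera adjusted p = 0.58; PRAME 0.23, SYCE1 0.21), the 14 genes of the DNA methylation machinery one of -0.09 (adjusted p = 0.13; TET2 -0.26, DNMT3L 0.24), and neither had a member at the study's thresholds. The genes whose methylation the study cites had a median of -0.11 and a mean of 0.05 over 6 genes (adjusted p = 0.81). Among them CXCL10 had a log2 difference of 0.55 (standard error 0.15, higher in all 3 patients), passed when adjusted over the list alone and did not reach the fold threshold, CDKN2A one of 0.25, THY1 -0.14, RASAL1 -0.13 and PTGER2 -0.09. CDKN2A, THY1, RASAL1 and PTGER2 each differed in sign between patients. In patients 1, 2 and 3 CDKN2A was at -0.43, 0.19 and 0.997, and RASAL1 at -0.42, 0.05 and -0.01. The 22 p53 target genes had a median of 0.09 (adjusted p = 0.060; GDF15 0.50, which passed when adjusted over the list alone, BAX 0.39), 26 cell cycle genes 0.04 (adjusted p = 0.53; KIF20A -0.27, TPX2 0.25), 26 DNA replication genes 0.0046 with a mean of -0.02 (adjusted p = 0.64; RRM2 -0.43, GINS1 -0.27), 18 nucleoside handling genes 0.01 with a mean of -0.02 (adjusted p = 0.76; RRM2 -0.43, SAMHD1 -0.24), 20 genes of ATF4 and the unfolded protein response -0.0056 with a mean of 0.03 (adjusted p = 0.92; SDF2L1 0.33, SLC7A11 0.32) and 18 immediate-early genes 0.01 (adjusted p = 0.58; IER3 0.43, FOS 0.21).

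Replication-dependent histone genes had a median of 0.10 over 50 genes (camera adjusted p = 0.0022, and adjusted p = 0.69 with an estimated correlation; H1-2 0.51, H2AC25 0.47) and ribosomal proteins one of 0.11 over 53 (camera adjusted p = 5.2e-05, and adjusted p = 0.70 with an estimated correlation; RPL36 0.34, RPL36AL 0.30), with medians of -0.04, 0.08 and 0.22 for the histones and of -0.08, 0.08 and 0.33 for the ribosomal proteins in patients 1, 2 and 3, in the reverse order of the spiked-in transcripts and of the actin 3′ minus 5′ difference. Neither list passed without patient 3 (medians 0.03 and -0.0082), and without patient 1 they were at 0.16 and 0.21; the histones did not pass without the patient block (adjusted p = 0.099). Small nucleolar and Cajal body RNAs were at 0.05 (adjusted p = 0.22; SNORA72 0.15, SCARNA15 0.13) and housekeeping genes at -0.03 (adjusted p = 0.64; TFRC -0.16, SDHA 0.12), with GAPDH at -0.02 and ACTB at -0.04. Markers of other cell types stayed near 0, at 0.02 for 15 epithelial (adjusted p = 0.56; KRT19 -0.27, KRT7 0.26), 0.04 for 13 endothelial (adjusted p = 0.56; TEK 0.24, TIE1 -0.15), 0.03 for 12 macrophage and leukocyte (adjusted p = 0.65; CD14 0.29, PTPRC -0.12) and 0.06 for 12 mesothelial and pericyte markers (adjusted p = 0.14; LRRN4 0.30, CALB2 0.24). The 26 interferon-stimulated genes had medians of -0.24, -0.42 and 0.36 in patients 1, 2 and 3, with 22, 21 and 3 genes lower, and a median of -0.09 over all (adjusted p = 0.089; IFI27 0.70). CXCL10 is on this list too. TGFB1, SMAD1, SMAD3, BMP2 and BMP6 had log2 differences of -0.01, -0.09, -0.04, -0.17 and -0.06. The patient medians of the germline, DNA methylation machinery, nucleoside and housekeeping lists ran in the order of the spiked-in transcripts, and those of the immediate-early, epithelial, macrophage and mesothelial lists and of the genes whose methylation the study cites in the reverse order. Either order arises easily by chance for a list with 3 patients, and the lists are not independent, so these orders neither show nor exclude a technical cause.

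The paper reports lower Col1 and Has2 mRNA after 5′-azacytidine from RT-PCR, beside lower Col1 protein and hyaluronan. Its matrix experiments used both normal and IPF fibroblasts and in part a longer treatment, whereas the arrays hold only IPF cells of 3 patients at 24 hours. On the arrays, COL1A1 was at -0.31, COL1A2 at -0.40 (standard error 0.12) and HAS2 at -0.77, each lower in 3 of 3 patients on the brightest probe set. COL1A1 had differences of -0.11, -0.20 and -0.61 in patients 1, 2 and 3, and one of -0.15 without patient 3. Over all probe sets COL1A1 was between -0.13 and -0.70, and both HAS2 probe sets were at -0.77. The low values of the collagens as a group are not what bright probe sets show in general, since their median of -0.40 lay at the 0.01 percentile, the lowest possible, of 10000 random lists matched on mean value. The random lists do not hold genes that vary together as the collagens do (estimated correlation 0.47). The percentile is therefore no test of an effect of the treatment. A shift of the arrays' signal as seen in the spiked-in transcripts is argued against as the whole cause, since these moved opposite ways in patients 1 and 3 and the collagens were lower in both, at medians of -0.18 (quartiles -0.28 and -0.07) and -0.55 (quartiles -0.64 and -0.25). A model with the spike-in level as a further term moved all genes by a median of only 0.01 and decides nothing. The collagen medians of the patients lie in the same order as the spiked-in transcripts. With 3 patients such an order arises easily by chance, so it is no evidence of a contribution, which stays open. A fall of matrix transcripts with the treatment stays open too and is a hypothesis.

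The changes of patients 1 and 3 ran against each other across genes. The correlation of the patients' changes over 19740 genes, which are not independent replicates, was 0.04 for patients 1 and 2, 0.29 for patients 2 and 3, and -0.16 for patients 1 and 3, and over the 8063 genes with a mean above 7 it was 0.06, 0.41 and -0.32. The SD of the changes was 0.17, 0.20 and 0.34. Some values go with an exchange of the 2 arrays of patient 1, which is the contrast the source-name labels give up to its sign: the negative correlation of patients 1 and 3, and 135 genes at the study's thresholds by limma after the exchange against 56 as labelled. The methods' paired t-test over all probe sets went the other way, with 14 after the exchange against 40 as labelled. Other values of patient 1 as labelled run with the other patients and against an exchange: the collagens had a median of -0.18, all 8 metallothioneins and all 5 CXC chemokines were higher, and OGN was at -1.24 and GREM1 at -0.52. BMPER (-0.35), HAS2 (-0.54) and COL1A1 (-0.11) in patient 1 also run the way of the paper's RT-PCR, which does not settle the labels. The chemokines and OGN were chosen for one direction in all patients, the study chose GREM1 and BMPER on these arrays, and the patients need not respond alike, so the exchange cannot be told apart from a difference between patients. A difference in RNA or hybridization could also give opposite changes: the spiked-in transcripts moved by 0.43 in patient 1 and -0.43 in patient 3, and the 3′ minus 5′ difference of actin by 0.44 and -0.33. The hybridization controls moved by 0.23 and -0.24, but the 3′ minus 5′ difference of GAPDH by only 0.04 and -0.0058. With 3 pairs of arrays a difference in RNA or hybridization cannot be told apart either, and a difference between patients was not tested.

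With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. With the patient as a block, the study's thresholds gave 56 genes for the real split, which 8 splits reached, itself included, and 1463 for the highest other; at an adjusted p under 0.05 the real split gave 0, which all 10 reached, and the highest other gave 1030. The 2 splits with these highest counts part only the arrays of patient 3, which points to a structure of the samples: the pair of patient 3 differs most. Splits that part the arrays of only 1 patient take their change from that pair alone. The counts over all 10 splits therefore cannot be set against that of the real split. Among the 4 splits that part every patient's arrays, limma gave 56 genes at the study's thresholds for the real split. With the arrays of patient 1, 2 or 3 exchanged it gave 135, 5 and 23. The methods' paired t-test over all probe sets gave 40 for the real split, 1 split with a count as large. The highest other gave 14, with the arrays of patient 1 exchanged. All 40 probe sets of the authors' list moved the same way in all 3 patients with the title labels. That was fixed by their selection and does not show which labels are right. The list does show which labels the authors' comparison used. The methods' paired t-test returned exactly these 40 with the title labels. With the source-name labels it called 14 probe sets, 0 of them on the list. A paired t-test over 3 pairs cannot reach a p of 0.05 when 1 difference has the other sign.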
